# The unfolded protein response of the endoplasmic reticulum protects *Caenorhabditis elegans* against DNA damage caused by stalled replication forks

**DOI:** 10.1093/g3journal/jkae017

**Published:** 2024-01-24

**Authors:** Jiaming Xu, Brendil Sabatino, Junran Yan, Glafira Ermakova, Kelsie R S Doering, Stefan Taubert

**Keywords:** UPR, BiP, DNA replication, DNA damage, primase

## Abstract

All animals must maintain genome and proteome integrity, especially when experiencing endogenous or exogenous stress. To cope, organisms have evolved sophisticated and conserved response systems: unfolded protein responses (UPRs) ensure proteostasis, while DNA damage responses (DDRs) maintain genome integrity. Emerging evidence suggests that UPRs and DDRs crosstalk, but this remains poorly understood. Here, we demonstrate that depletion of the DNA primases *pri-1* or *pri-2*, which synthesize RNA primers at replication forks and whose inactivation causes DNA damage, activates the UPR of the endoplasmic reticulum (UPR-ER) in *Caenorhabditis elegans*, with especially strong activation in the germline. We observed activation of both the inositol-requiring-enzyme 1 (*ire-1*) and the protein kinase RNA-like endoplasmic reticulum kinase (*pek-1*) branches of the (UPR-ER). Interestingly, activation of the (UPR-ER) output gene heat shock protein 4 (*hsp-4*) was partially independent of its canonical activators, *ire-1* and X-box binding protein (*xbp-1*), and instead required the third branch of the (UPR-ER), activating transcription factor 6 (*atf-6*), suggesting functional redundancy. We further found that primase depletion specifically induces the (UPR-ER), but not the distinct cytosolic or mitochondrial UPRs, suggesting that primase inactivation causes compartment-specific rather than global stress. Functionally, loss of *ire-1* or *pek-1* sensitizes animals to replication stress caused by hydroxyurea. Finally, transcriptome analysis of *pri-1* embryos revealed several deregulated processes that could cause (UPR-ER) activation, including protein glycosylation, calcium signaling, and fatty acid desaturation. Together, our data show that the (UPR-ER), but not other UPRs, responds to replication fork stress and that the (UPR-ER) is required to alleviate this stress.

## Introduction

The endoplasmic reticulum (ER) of eukaryotes is a dynamic membrane network required for many cellular processes, and ER homeostasis is critical to cellular and organismal health. ER homeostasis is disturbed by both impaired proteostasis and by ER membrane lipid disequilibrium (Gardner *et al*. 2013; Senft and Ronai 2015; Xu and Taubert 2021; Celik *et al*. 2023). To ensure ER function and cell viability, a conserved adaptive mechanism has evolved that restores ER homeostasis during stress: the ER unfolded protein response (UPR-ER) (Walter and Ron 2011; Gardner *et al*. 2013; Senft and Ronai 2015; Hetz *et al*. 2020; Xu and Taubert 2021). In higher eukaryotes, the UPR-ER consists of 3 parallel ER stress sensing and transducing branches: the inositol-requiring-enzyme 1 (IRE1/IRE-1, also known as ER to nucleus signaling 1 or ERN1 in mammals) branch (Adams *et al*. 2019), the protein kinase RNA-like ER kinase (PERK/PEK-1, also known as eukaryotic translation initiation factor 2α kinase 3 or EIF2AK3) branch (McQuiston and Diehl 2017), and the activating transcription factor 6 (ATF6/ATF-6) branch (Hillary and FitzGerald 2018). Together, they alleviate ER stress by reprograming transcription and translation to promote protein folding, degradation, and transport, as well as lipid synthesis and remodeling. If ER stress cannot be resolved, the UPR-ER switches from promoting survival and adaptation to triggering apoptosis, ensuring tissue and organism integrity (Walter and Ron 2011; Hetz *et al*. 2020).

Like ER homeostasis, genome integrity is paramount for cellular and organismal health. Cells have to safeguard against DNA damage caused by endogenous and exogenous agents that induce different types of DNA lesions. To repair and mitigate DNA damage, cells activate DNA repair pathways and modulate cell cycle progression and apoptosis, a response collectively known as the DNA damage response (DDR) (Jackson and Bartek 2009; Gartner and Engebrecht 2021; McClure *et al*. 2022). Repairing this damage is critical to ensuring faithful DNA replication and thus cell division and organism development, growth, maintenance, and aging.

Interestingly, there is crosstalk between the UPR-ER and the DDR (González-Quiroz *et al*. 2020; Bolland *et al*. 2021). In yeast, *IRE1* promotes DNA repair via several different pathways, and deletion of *IRE1* sensitizes yeast to genotoxic stress and causes chromosome loss even in unstressed conditions (Henry *et al*. 2010). Moreover, activation of the checkpoint pathway by DNA damage upregulates the key UPR-ER output transcription factor Hac1p (Tao *et al*. 2011). Similarly, in cultured human cell lines, IRE-1 promotes genome integrity through the downstream effector X-box binding protein 1 (XBP1; the human ortholog of Hac1p), which directly regulates several DDR pathways, and through noncanonical regulated IRE-1-dependent decay (RIDD) of mRNA (Dufey *et al*. 2020). Consequently, loss of XBP1 correlates with increased DNA damage (Acosta-Alvear *et al*. 2007; Argemí *et al*. 2017; Lyu *et al*. 2019; González-Quiroz *et al*. 2020). Moreover, DNA damaging agents such as camptothecin and ionizing radiation trigger UPR-ER activation in cancer cell lines through the conserved DDR sensor (Ataxia-telangiectasia mutated; Hotokezaka *et al*. 2020), and the genome integrity regulator p53 mediates ER structure remodeling in chemically induced genotoxicity (Zheng *et al*. 2018). The UPR-ER, especially the IRE-1 branch, is therefore both activated by DNA damage and functionally required to repair such damage.

Whether integration of the DDR and the UPR-ER also occurs in animals, and how different tissues respond in this context, is less well understood. In the nematode worm *Caenorhabditis elegans*, DNA damage in the adult germline promotes stress resistance in the postmitotic soma via MAP kinase signaling, innate immune responses, and the ubiquitin proteasome system (Ermolaeva *et al*. 2013), which, like the UPR-ER, maintains proteostasis (Papaevgeniou and Chondrogianni 2014; Zhang *et al*. 2022). Moreover, *C. elegans xbp-1* is required to express DNA repair genes (Shen *et al*. 2005). Recently, increased stress resistance to the ER stressors dithiothreitol (DTT) and tunicamycin was observed in *C. elegans* exposed to UV, which increased the activity of the IRE-1–XBP-1 branch by elevating the levels of unsaturated phosphatidylcholine (Deng *et al*. 2021), a key ER membrane lipid (van Meer *et al*. 2008). However, this study predominantly analyzed DDR and UPR-ER signaling in the *glp-1* mutant, which lacks a germline, is long-lived and stress resistant, and shows dysregulation of DDR genes (Arantes-Oliveira *et al*. 2002; Boyd *et al*. 2010; TeKippe and Aballay 2010; Ratnappan *et al*. 2014; Goh *et al*. 2018). The interaction of the UPR-ER and the DDR in wild-type animals with an intact germline, which is the primary tissue of active DNA repair, therefore remains incompletely understood.

In a screen for genes whose inactivation causes UPR-ER activation in wild-type *C. elegans*, we identified two DNA primase genes (Ho *et al*. 2020). Eukaryotic primase complexes synthesize short RNA primers required for initiating lagging strand DNA replication and also contribute to DNA repair and possibly transcription (Guilliam *et al*. 2015; Yoon *et al*. 2018). Abnormal primase function causes stalled replication forks, leading to DNA damage and genome instability. This, therefore, provided us with the opportunity to study the relationship between primase function, replication stress, and the UPR-ER in animals with an intact germline. Here, we show that primase inactivation and UV–C irradiation activate both the IRE-1 and the PEK-1 branches of the UPR-ER, with stronger induction in the germline than in the soma. Interestingly, activation of the heat shock protein 4 (*hsp-4*) gene, which canonically requires the IRE-1–XBP-1 axis, required *atf-6* in the germline, suggesting differential regulatory mechanisms. We further found that primase inactivation selectively activated the UPR-ER, but not the cytosolic or mitochondrial UPRs, arguing for a specific role of the UPR-ER in maintaining genome integrity. We also showed that loss of *ire-1* or *pek-1* sensitizes *C. elegans* to replication stress, showing that the UPR-ER is functionally protective. RNA-sequencing (RNA-seq) analysis revealed several pathways comprising both proteostasis and lipidostasis that could underlie UPR-ER activation following replication stress. Collectively, our data show that the UPR-ER plays important roles in ensuring genome integrity in *C. elegans*.

## Materials and methods

### Worm strains

The following worm strains were used: N2 wild-type, SJ4005  *zcIs4 [hsp-4p::gfp] V* (Calfon *et al*. 2002), SJ17  *xbp-1(zc12) III; zcIs4 [hsp-4p::gfp] V* (Calfon *et al*. 2002), SJ30  *ire-1(zc14) II; zcIs4 [hsp-4p::gfp] V* (Calfon *et al*. 2002), SJ4100  *zcIs13 [hsp-6p::gfp] V* (Yoneda *et al*. 2004), TJ375  *gpIs1 [hsp-16.2p::gfp]* (Henderson and Johnson 2001), *xbp-1(tm2482) III* (Richardson *et al*. 2011), RB545  *pek-1(ok275) X* (Consortium 2012), RB925  *ire-1(ok799) II* (Consortium 2012), RB772  *atf-6(ok551) X* (Consortium 2012), PHX2824 *hsp-4::gfp(syb2824) II* (generated by SunyBiotech Co., Ltd., Fujian, China), and STE142 *hsp-4::gfp(syb2824) II*;*atf-6(ok551) X* (this study). All strains were backcrossed 6 times to the laboratory N2 wild-type background before use.

### Worm growth conditions

We cultured *C. elegans* strains at 20°C on nematode growth medium (NGM)-lite agar plates with *E. coli*  OP50 as food source, except for RNA interference (RNAi), for which HT115 strain was used (Ho *et al*. 2020). To developmentally synchronize worm populations, gravid adult worms were treated with alkaline sodium hypochlorite solution to extract embryos, which were washed twice with M9, and then plated onto an unseeded NGM-lite plate to allow hatching overnight. When imaging worms, adult worms were bleached >10 minutes until autofluorescent mother bodies disappeared. The resulting synchronized L1 larvae were transferred onto OP50 NGM-lite plates or RNAi plates (NGM-lite plates containing 25 μg/mL carbenicillin (BioBasic CDJ469), 2 mM Isopropyl ß-D-1-thiogalactopyranoside (Santa Cruz sc-202185B), and 12.5 μg/mL tetracycline (BioBasic TB0504)). RNAi plates were seeded twice with the appropriate HT115 RNAi bacteria (Ahringer library, Source BioScience); RNAi clones were sequenced prior to use to ensure construct identity. Synchronized L1 worms were placed on RNAi plates and grown until they reached the desired developmental stage.

### Differential interference contrast and fluorescence microscopy

Worms were mounted onto 2% (w/v) agarose pads containing a drop of 20 mM sodium azide (NaN_3_) for microscopy. Eggs were picked from plates onto 2% (w/v) agarose pads containing a drop of M9 for microscopy. Worms were imaged using differential interference contrast (DIC) and fluorescence optics through a CoolSnap HQ camera (Photometrics, Tucson, AZ, USA) on a Zeiss Axioplan 2 compound microscope (Carl Zeiss Microscopy, Thornwood, NY, USA). All GFP images were taken at the same exposure time (300 ms). Using the ImageJ software, the images in the GFP channel were adjusted to the same brightness (maximum display value = 4095, minimum = 201; these parameters were applied to all GFP images used for quantification in this study) and contrast levels for subsequent display and quantification purposes. Analysis of overall fluorescence intensity of individual worms was performed by tracing the outline of the worms on the corresponding DIC images, and then normalizing for area and background fluorescence, as described (Shomer *et al*. 2019).

### Protein extraction and immunoblots

Whole-worm protein extracts were generated by sonication in radioimmunoprecipitation assay (RIPA) lysis buffer with cOmpleteTM Protease Inhibitor Cocktail (Roche #4693116001) and β-glycerophosphate (Sigma-Aldrich G6251). Protein concentrations were determined using the reducing agent and detergent compatible (RCDC) protein assay kit (Bio-Rad #500-0121), and sodium dodecyl-sulfate polyacrylamide gel electrophoresis (SDS-PAGE) analysis and immunoblotting were performed as described (Hou *et al*. 2014), using anti-Ser51-Phospho-eIF2α rabbit antibody (Cell Signaling Technologies #9721), anti-α-tubulin mouse antibody (Sigma #T9026), and anti-rabbit HRP-conjugated (New England Biolabs [NEB] #7074) and anti-mouse HRP-conjugated (Cell Signaling Technologies #7076) secondary antibodies. Detection was done using ECL (Pierce #32109).

### Exposure to genotoxic agents

For UV–C exposure, synchronized populations of day-1 adult *C. elegans* were placed on NGM-lite plates seeded with a thin layer of OP50. Uncovered NGM-lite plates were then placed in a Stratalinker 2400 UV Crosslinker (Stratagene) and irradiated with wavelength 254 nm light at 400 J/m^2^. After 24 h of recovery at 20°C, worms and embryos were mounted and imaged.

For hydroxyurea (HU) exposure L1 recovery experiments, age-synchronized L1 populations were grown for 72 h on NGM-lite or on NGM-lite containing either 5 or 10 mM HU (Sigma-Aldrich H8627). Then, worms were transferred to OP50-seeded NGM-lite plates for recovery and egg laying. After 4 h, the number of eggs was counted for each genotype and condition, as indicated.

For HU exposure L4 recovery experiments, synchronized L1 worms were grown for 48 h. Then, age-synchronized L4 populations were transferred to and maintained on either NGM-lite plates or NGM-lite plates containing 20 mM HU for 24 h. Then, adult worms were transferred to OP50 plates for recovery and egg laying. After 4 h, the number of eggs for each genotype and condition was counted.

To measure developmental rate, synchronized L1 populations were grown for 48 h on NGM-lite plates containing DMSO vehicle or 15 mM HU. Then, the number of L4 or older worms and the total number of worms were counted for each genotype and condition.

For body size quantification, synchronized L1 stage worms were grown for 72 h on NGM-lite plates containing DMSO or 15 mM HU, before >10 worms for each genotype and condition were imaged.

### RNA-Sequencing and data analysis

Synchronized L1 N2 worm populations fed empty vector (EV) or *pri-1* RNAi were grown for 96 h at 20°C and allowed to lay eggs. Plates were washed with M9 twice to remove adults and hatched worms before eggs were harvested with a cell scraper. The collected eggs were washed twice with M9 to remove bacteria, and then flash-frozen in an ethanol-dry ice bath. For total RNA extraction, eggs were thawed in Trizol and sonicated. Total RNA was extracted using Trizol and 1-bromo-3-chloropropane, as described (Doering *et al*. 2022). RNA integrity and quantity were assessed on an Agilent Technologies 2100 Bioanalyzer System.

Library preparation and sequencing was performed by The Center for Applied Genomics, SickKids, Toronto, ON (http://www.tcag.ca). Briefly, RNA was prepared for sequencing using the NEBNext Ultra II Directional RNA Library Prep Kit for Illumina (NEB #E7760). Sequencing was performed on an Ilumina NovaSeq 6000 instrument equipped with an S4 flow cell generating 150 bp paired-end reads. Low quality reads and adapter sequences were trimmed using Trimmomatic 0.36 (Bolger *et al*. 2014) with parameters LEADING:3 TRAILING:3 SLIDINGWINDOW:4:15 MINLEN:36. The trimmed reads were quantified to the *C. elegans* Ensembl transcriptome build WBcel235 using Salmon ver1.4.0 (Patro *et al*. 2017) with the parameters -l A -p 8 –gcBias –validateMappings. Then, transcript-level read counts were imported into R and summed into gene-level read counts using tximport (Soneson *et al*. 2016) (genes listed in Supplementary Table 1). Genes not expressed at a level greater than 10 reads in at least 3 of the samples were excluded from further analysis. Differential expression analysis was performed with quasi-likelihood F-test with the generalized linear model (GLM) approach in edgeR (Robinson *et al*. 2010). Genes with *P*-value <0.05 and False Discovery Rate < 0.05 were considered differentially expressed. RNA-seq data were deposited in the Gene Expression Omnibus under the accession number GSE225569. Gene set enrichment analysis (GSEA) using either the biological process (BP (Chagoyen and Pazos 2010)) or the Kyoto encyclopedia of genes and genomes (KEGG (Kanehisa 1997; Kanehisa *et al*. 2020)) as underlying databases was performed with eVITTA (Cheng *et al*. 2021), using *P*val < 0.05 and *P*adj < 0.25 as cutoffs.

### Statistical analysis

*P* values were calculated using 2-tailed Student's t-tests, Welch's t-tests, 1-way ANOVA tests, or 2-way ANOVA tests using GraphPad Prism 9 or 10, as reported in the figure legends. Scatter plots were generated in GraphPad Prism 9 or 10. Error bars denote standard deviation; the number of independent experiments performed and number of animals studied are indicated in the figure legends.

## Results

### Knockdown of the *C. elegans* primase genes *pri-1* or *pri-2* activates the *ire-1* branch of the UPR-ER in embryos

We previously showed that RNAi against the 2 DNA primase subunit genes of *C. elegans*, *pri-1* or *pri-2*, caused activation of the UPR-ER (Ho *et al*. 2020). To validate this finding, we quantified the induction of *hsp-4p::gfp*, a widely used transcriptional reporter for the ER stress-inducible, *ire-1*- and *xbp-1*-activated *hsp-4* gene promoter (Calfon *et al*. 2002; Hou *et al*. 2014; Ho *et al*. 2020). We found that *pri-1* or *pri-2* RNAi induced *sp-4p::gfp* fluorescence in the worm soma ∼1.5–2-fold (Fig. 1, a and b). Interestingly, we observed a larger increase in *hsp-4p::gfp* activity (∼4-fold) in F1 embryos from RNAi-fed P0 adults (Fig. 1, c and d). This phenotype manifests despite the fact that F1 eggs from *pri-1* or *pri-2* RNAi-treated P0 adults never hatch, but rather arrest at the early embryogenesis/pre-morphogenetic stage due to persisting replication fork stalling, which causes double-stranded DNA breaks (DSBs) (Zeman and Cimprich 2014). UPR-ER activation in the F1 generation by *pri-1* or *pri-2* RNAi in P0 suggested a link between the UPR-ER and genotoxic stress in embryos.

**Fig. 1.**
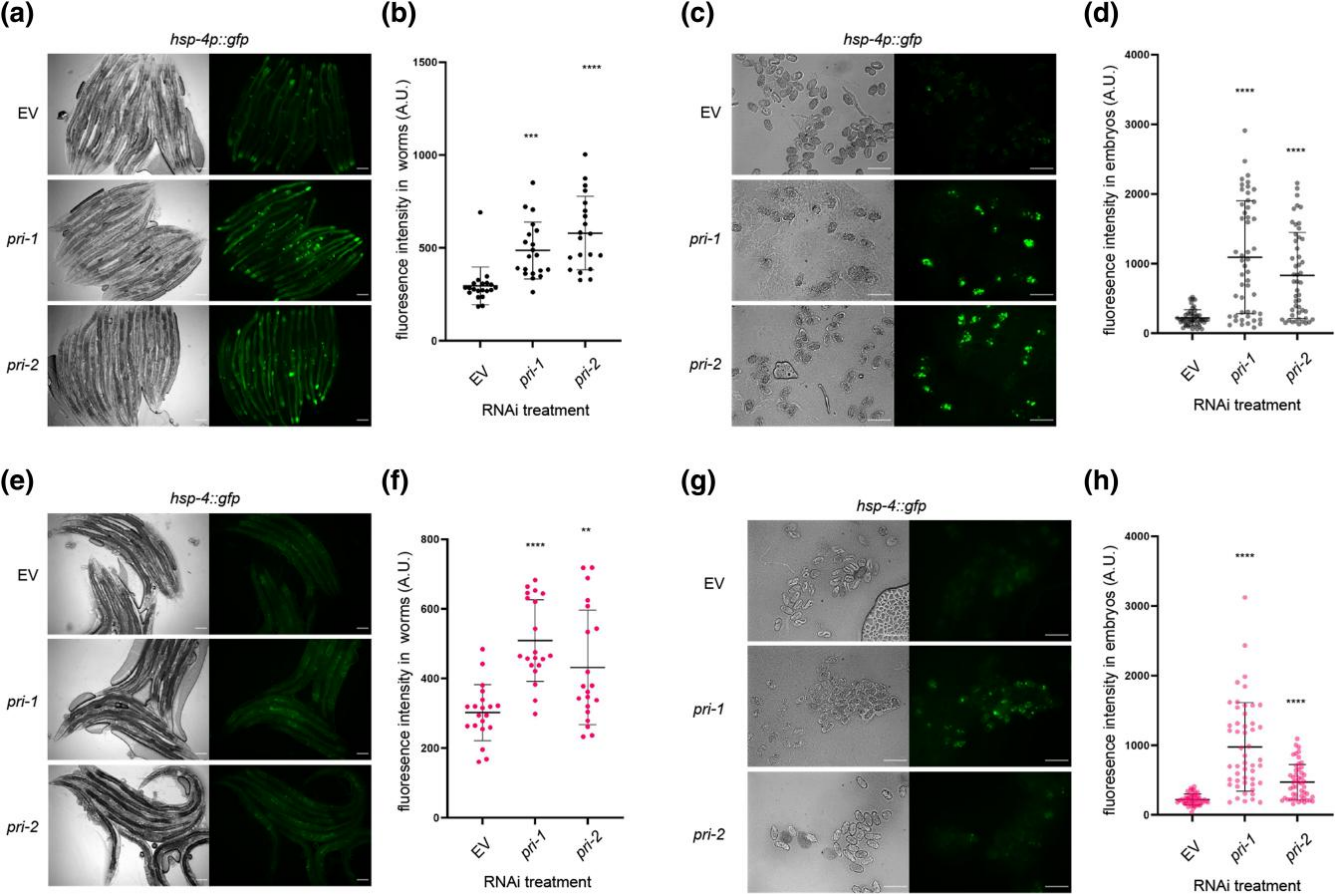
*pri-1* or *pri-2* knockdown induces IRE-1 branch activity in the soma and embryos of *C. elegans*. a and b) The figure shows representative micrographs (a) and whole-worm GFP quantification (b) of *hsp-4p::gfp* adult worms fed EV, *pri-1*, or *pri-2* RNAi (*n* = 3 experiments totaling >20 animals per RNAi treatment). c and d) The figure shows representative micrographs (c) and GFP quantification (d) of F1 embryos laid by *hsp-4p::gfp* adult worms fed EV, *pri-1*, or *pri-2* RNAi (*n* = 3 experiments totaling >50 embryos per RNAi treatment). e and f) The figure shows representative micrographs (e) and whole-worm GFP quantification (f) of *hsp-4::gfp* adult worms fed EV, *pri-1*, or *pri-2* RNAi (*n* = 2 experiments totaling >20 animals per RNAi treatment). g and h) The figure shows representative micrographs (g) and GFP quantification (h) of embryos laid by *hsp-4::gfp* adult worms fed EV, *pri-1*, or *pri-2* RNAi (*n* = 2 experiments totaling >50 embryos per treatment). In all micrographs, the scale bar represents 100 *μ*m. In dot plots, each dot represents the signal detected in one individual worm or embryo; the error bars represent standard deviation. Statistical analysis for b, d, f, h: **P < 0.01, ***P < 0.001, ****P < 0.0001 vs. EV RNAi-treated control (Brown–Forsythe and Welch ANOVA test corrected for multiple comparisons using the Dunnett T3 method).

To confirm activation of the endogenous UPR-ER by *pri-1* or *pri-2* RNAi, we studied a genome-edited strain wherein the 3′ end of the *hsp-4* coding sequence is tagged with *gfp*, resulting in a C-terminal HSP-4::GFP fusion protein (hereafter referred to as *hsp-4::gfp*). To validate this strain, we examined GFP intensity following proteotoxic stress by tunicamycin and lipotoxic stress by *mdt-15* RNAi, both established UPR-ER inducers (Calfon *et al*. 2002; Hou *et al*. 2014). As expected, we observed elevated GFP intensity in *hsp-4::gfp* worms challenged with tunicamycin or *mdt-15* RNAi (Supplementary Fig. 1), suggesting that this strain faithfully reports on the regulation of endogenous *hsp-4* by different stresses. Next, we treated the *hsp-4::gfp* reporter strain with *pri-1* or *pri-2* RNAi and studied GFP fluorescence in the soma of P0 adult worms and in F1 embryos. We observed strong induction of endogenous HSP-4::GFP in F1 embryos, and weaker induction in P0 somatic cells (Fig. 1, e–h). These data suggest that loss of primase function and subsequent replication defects trigger UPR-ER activation in embryos and in somatic cells of *C. elegans*, with stronger induction in embryos.

### Knockdown of *pri-1* or *pri-2* induces embryonic *hsp-4* partially independently of *ire-1* and *xbp-1*

Canonical *hsp-4* induction requires the transmembrane ER stress sensor *ire-1* and the downstream transcription factor *xbp-1* (Shen *et al*. 2001; Richardson *et al*. 2010). Thus, we studied *hsp-4* induction in *ire-1; hsp-4p::gfp,* and *xbp-1; hsp-4p::gfp* worms treated with *pri-1* or *pri-2* RNAi. Consistent with canonical UPR-ER induction in somatic cells, increased fluorescence in *pri-1-* or *pri-2-*treated worms depended completely on *ire-1* and *xbp-1* (Fig. 2, a and b). By contrast, significant induction of *hsp-4p::gfp* remained in embryos when *ire-1* or *xbp-1* was deleted (Fig. 2, c and d). This suggests that additional genes are required to induce *hsp-4* in embryos experiencing replication stress.

**Fig. 2.**
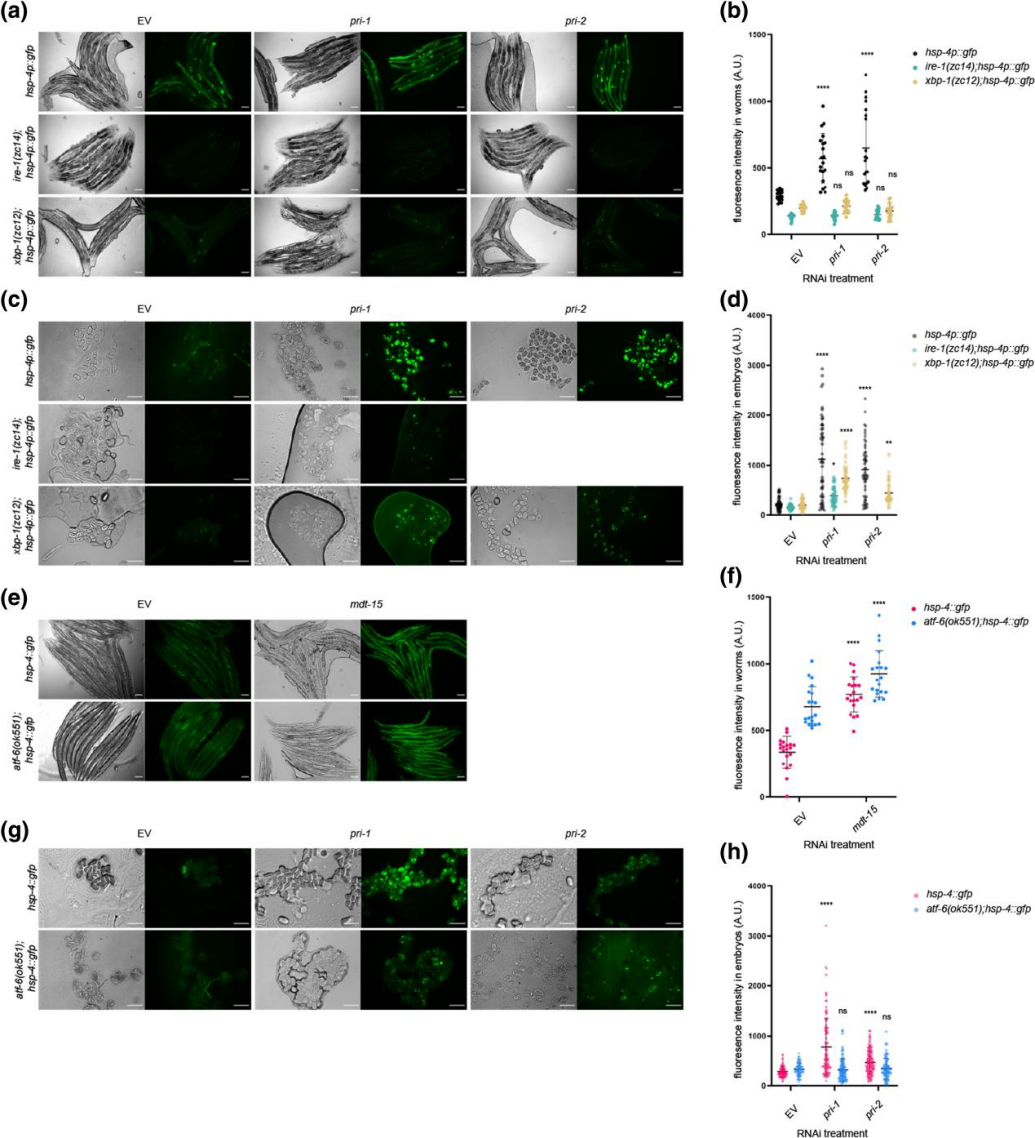
Activation of *hsp-4* by *pri-1* or *pri-2* RNAi requires *ire-1, xbp-1*, and *atf-6*. a and b) The figure shows representative micrographs (a) and whole-worm GFP quantification (b) of *hsp-4p::gfp*, *ire-1(zc14);hsp-4p::gfp*, and *xbp-1(zc12);hsp-4p::gfp* adult worms fed EV, *pri-1*, or *pri-2* RNAi (*n* = 3 experiments totaling >20 individual animals per RNAi treatment). c and d) The figure shows representative micrographs (c) and GFP quantification (d) of embryos laid by *hsp-4p::gfp*, *ire-1(zc14);hsp-4p::gfp*, and *xbp-1(zc12);hsp-4p::gfp* adult worms fed EV, *pri-1*, or *pri-2* RNAi (*n* = 3 experiments totaling >50 individual embryos per RNAi treatment; note that *pri-2* caused lethality in this experiment, preventing experimental assessment). e and f) The figure shows representative micrographs (e) and whole-worm GFP quantification (f) of *hsp-4::gfp* and *atf-6 (ok551);hsp-4::gfp* adult worms fed EV or *mdt-15* RNAi (*n* = 3 experiments totaling >20 individual animals per RNAi treatment). g and h) The figure shows representative micrographs (g) and GFP quantification (h) of embryos laid by *hsp-4::gfp* and *atf-6(ok551);hsp-4::gfp* adult worms fed EV, *pri-1*, or *pri-2* RNAi (*n* = 3 experiments totaling >75 individual embryos per treatment). In all micrographs, the scale bar represents 100 *μ*m. In dot plots, each dot represents the signal detected in one individual worm or embryo; the error bars represent standard deviation. Statistical analysis: b, d: ns *P* > 0.05, *P < 0.05, **P < 0.01, ****P < 0.0001, vs. EV RNAi-treated control of the same genotype (2-way ANOVA test corrected for multiple comparisons using Sidak's method).

### *atf-6* is required for *hsp-4* induction in *pri-1* or *pri-2* RNAi-treated embryos

In mammals, ATF6 is required for the transcription of *XBP1* mRNA (Yoshida *et al*. 2001; Lee *et al*. 2002). Thus, we tested if *C. elegans atf-6* is required for replication-stress-induced *hsp-4* induction. We crossed the *hsp-4::gfp* translational reporter into a strain bearing the *atf-6(ok551)* null allele, and treated *atf-6; hsp-4::gfp* worms with *pri-1* or *pri-2* RNAi. As a control, we first studied *mdt-15* RNAi, which caused *hsp-4::gfp* induction in the soma despite the *atf-6* mutation (Fig. 2, e and f), suggesting that *hsp-4* induction in somatic tissues does not require *atf-6*; unexpectedly, *atf-6* loss alone induced *hsp-4* expression in the soma (Fig. 2, e and f). Notably, *atf-6* deletion reduced the increased fluorescence in embryos treated with *pri-1* or *pri-2* RNAi (Fig. 2, g and h). This indicates that *hsp-4* induction in *pri-1* or *pri-2* RNAi-treated embryos depends on *atf-6*.

### *pri-1* or *pri-2* knockdown activates the *pek-1* branch of the UPR-ER

The *C. elegans* UPR-ER also features a branch controlled by the kinase PEK-1, which causes phosphorylation of the eukaryotic translation initiation factor eIF2α and subsequent activation of the transcription factor ATF-4 (McQuiston and Diehl 2017). As a readout of PEK-1 activity, we performed immunoblots on embryos to detect phospho-Ser51 on eIF2α, a marker for activated PEK-1 (Nukazuka *et al*. 2008). We observed increased levels of phospho-Ser51 in *pri-1* or *pri-2* RNAi-treated embryos (Fig. 3a, Supplementary Fig. 2). Critically, this induction was dependent on *pek-1* (Fig. 3b, Supplementary Fig. 2), implicating canonical signaling via this branch of the UPR-ER. Thus, *pri-1* or *pri-2* RNAi activates both the *ire-1* and *pek-1* branches of the UPR-ER in the soma and in the embryos.

**Fig. 3.**
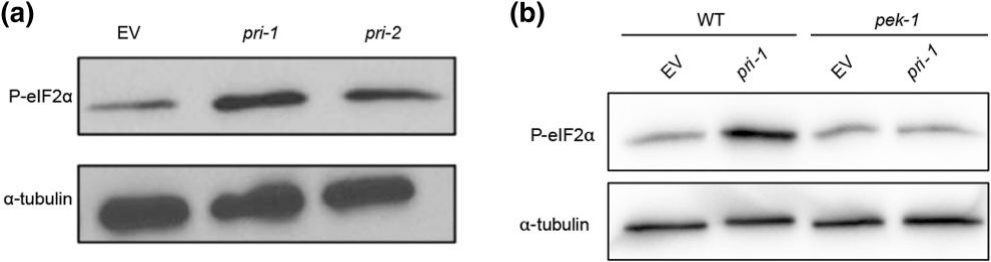
*pri-1* or *pri-2* RNAi activate the PEK-1 branch in the embryos of *C. elegans*. a and b) The immunoblot depicts the levels of phospho-Ser51 eIF2α (P-eIF2α) and α-tubulin in EV, *pri-1*, or *pri-2* RNAi-treated wild-type or *pek-1* mutant worm embryos (*n* = 2–3, for additional repeats, please see Supplementary Fig. 2).

### The cytosolic and the mitochondrial UPRs are not substantially induced by *pri-1* or *pri-2* knockdown

Induction of the UPR-ER due to *pri-1* or *pri-2* RNAi might reflect general protein misfolding in terminally arrested embryos. Thus, we monitored the activity of the cytosolic and mitochondrial UPRs with their well-established reporters, *hsp-16.2p::gfp* and *hsp-6p::gfp*, respectively (Rea *et al*. 2005; Bennett *et al*. 2014). In the worm soma, heat shock strongly induced *hsp-16.2p::gfp* (Supplementary Fig. 3a, b), and positive control *cco-1* RNAi strongly induced *hsp-6p::gfp* (Fig. 4, a and b), as expected (Bennett *et al*. 2014). By contrast, although *pri-1* or *pri-2* RNAi effectively induced *hsp-4p::gfp* (Fig. 4, c and d), it did not induce *hsp-6p::gfp* or *hsp-16.2p::gfp* in somatic tissues; the activity of both reporters was in fact reduced (Fig. 4, a, b, e, and f). Similarly, whereas heat stress strongly (∼5-fold) induced *hsp-16.2p::gfp* throughout the embryo (Supplementary Fig. 3, c and d), *pri-1* or *pri-2* RNAi only weakly (less than 2-fold), albeit still significantly, induced *hsp-16.2p::gfp* fluorescence in the embryos (Fig. 4, g and h), while strongly inducing *hsp-4p::gfp* (Fig. 4, i and j). Thus, *pri-1* or *pri-2* RNAi-induced replication stress appears to predominantly trigger the UPR-ER.

**Fig. 4.**
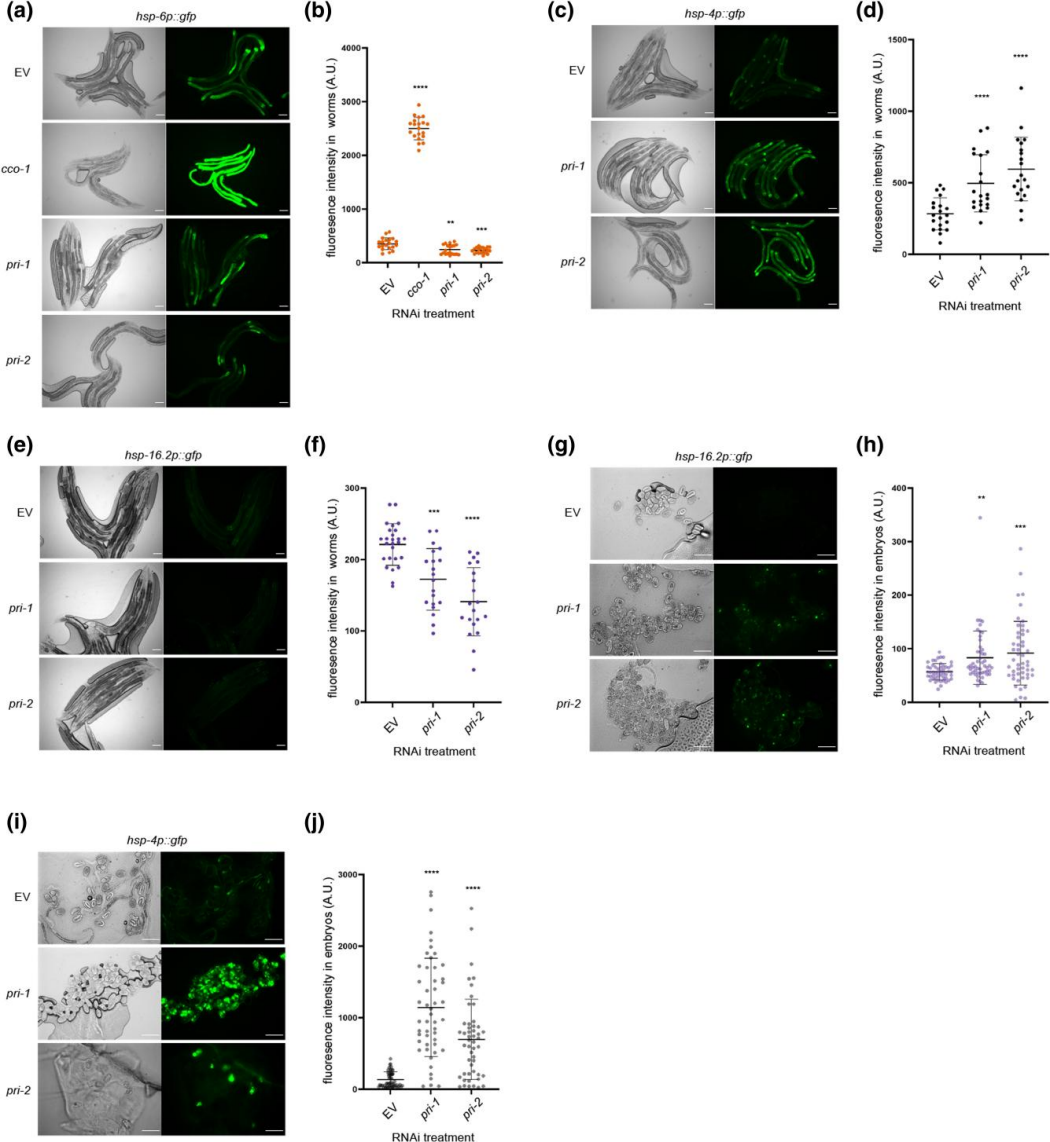
*pri-1* or *pri-2* RNAi preferentially induces the UPR-ER. a and b) The figure shows representative micrographs (a) and whole-worm GFP quantification (b) of *hsp-6p::gfp* adult worms fed EV, *cco-1*, *pri-1*, or *pri-2* RNAi (*n* = 3 experiments totaling >20 individual animals per RNAi treatment). c and d) The figure shows representative micrographs (a) and whole-worm GFP quantification (b) of *hsp-4p::gfp* adult worms fed EV, *pri-1*, or *pri-2* RNAi (*n* = 3 experiments totaling >20 individual animals per RNAi treatment). e and f) The figure shows representative micrographs (e) and whole-worm GFP quantification (f) of *hsp-16.2p::gfp* adult worms fed EV, *pri-1*, or *pri-2* RNAi (*n* = 2 experiments totaling >20 individual animals per RNAi treatment). g and h) The figure shows representative micrographs (g) and GFP quantification (h) of embryos laid by *hsp-16.2p::gfp* adult worms fed EV, *pri-1*, or *pri-2* RNAi (*n* = 3 experiments totaling >50 individual embryos per treatment). i and j) The figure shows representative micrographs (i) and GFP quantification (j) of embryos laid by *hsp-4p::gfp* adult worms fed EV, *pri-1*, or *pri-2* RNAi (*n* = 3 experiments totaling >50 individual embryos per treatment). In all micrographs, the scale bar represents 100 *μ*m. In dot plots, each dot represents the signal detected in one individual worm or embryo; the error bars represent standard deviation. Statistical analysis for b, d, f, h, j: **P < 0.01, ***P < 0.001, ****P < 0.0001 vs. EV RNAi-treated control (Brown–Forsythe and Welch ANOVA test corrected for multiple comparisons using the Dunnett T3 method).

### Inactivation of other polymerase α primase complex genes phenocopies *pri-1* or *pri-2* RNAi

Four genes encode *C. elegans* primase complex subunits: the DNA polymerase α catalytic subunit gene *pola-1*, the DNA polymerase α accessory subunit gene *div-1*, and the primase subunit genes *pri-1* and *pri-2* (Guilliam *et al*. 2015; Yoon *et al*. 2018). We asked if RNAi knockdown of *pola-1* or *div-1* phenocopied *pri-1* or *pri-2* RNAi. Indeed, *pola-1* and *div-1* RNAi activated *hsp-4p::gfp* in both the soma of he P0 worms and in F1 embryos, with stronger activation in embryos than in the soma (Fig. 5, a–d). This suggests that UPR-ER induction likely results from replication stress caused by defective polymerase α primase complex function.

**Fig. 5.**
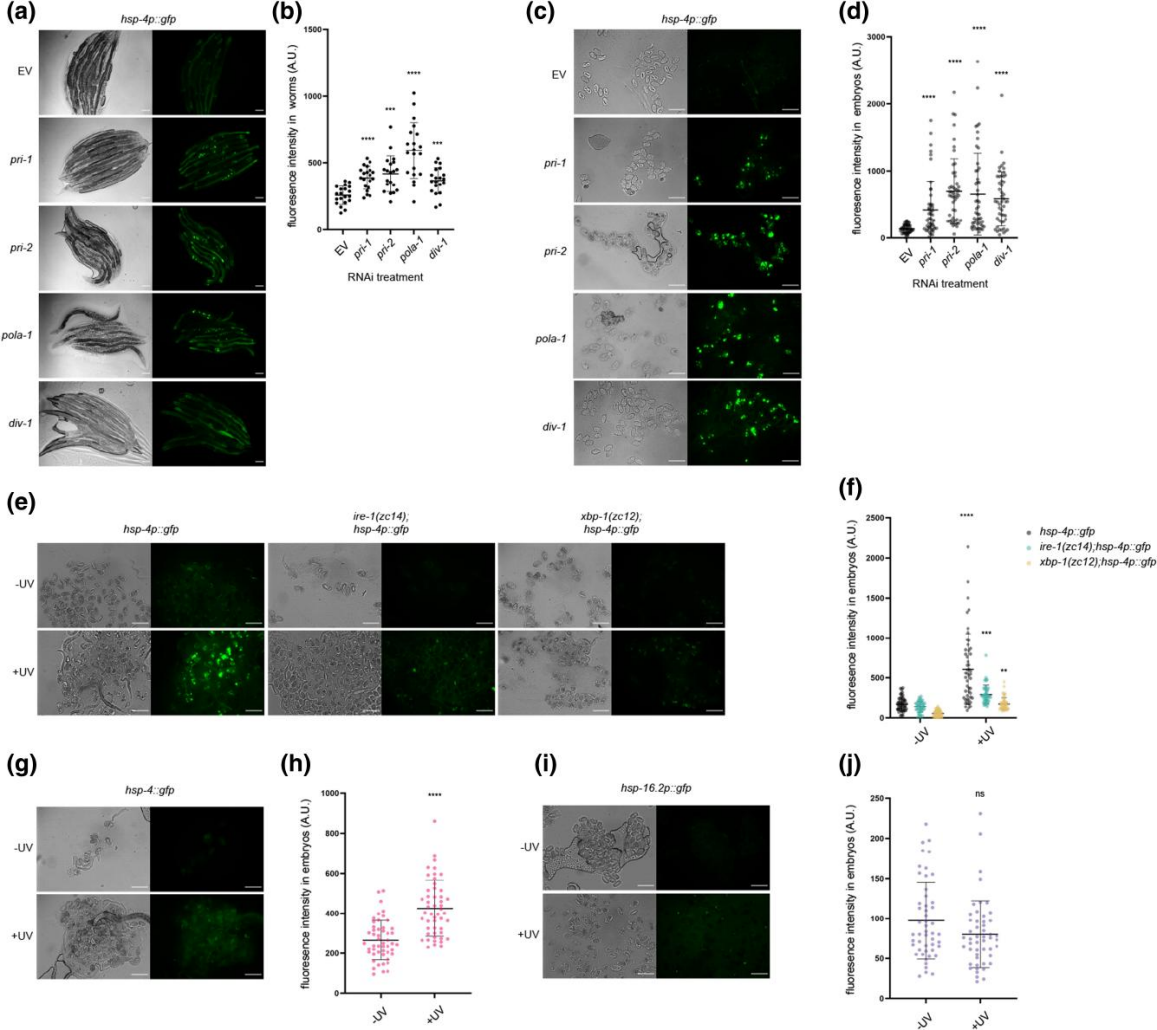
Knockdown of polymerase α primase complex subunits and UV–C irradiation cause UPR-ER activation. a and b) The figure shows representative micrographs (a) and whole-worm GFP quantification (b) of *hsp-4p::gfp* adult worms fed EV, *pri-1*, *pri-2*, *pola-1*, or *div-1* RNAi (*n* = 3 experiments totaling >20 individual animals per RNAi treatment). c, d) The figure shows representative micrographs (c) and GFP quantification (d) of embryos laid by *hsp-4p::gfp* adult worms fed EV, *pri-1*, *pri-2*, *pola-1*, or *div-1* RNAi (*n* = 3 experiments totaling >50 individual embryos per RNAi treatment). e and f) The figure shows representative micrographs (e) and GFP quantification (f) of embryos laid by *hsp-4p::gfp*, *ire-1(zc14);hsp-4p::gfp*, and *xbp-1(zc12);hsp-4p::gfp* adult worms irradiated with 400 J/m^2^ UV–C (*n* = 3 experiments repeats, totaling >50 individual embryos for each sample). g and h) The figure shows representative micrographs (g) and GFP quantification (h) of embryos laid by *hsp-4::gfp* adult worms irradiated with 400 J/m^2^ UV–C (*n* = 3 experiments totaling >50 individual embryos for UV-irradiated and nonirradiated samples). i and j) The figure shows representative micrographs (i) and GFP quantification (j) of embryos laid by *hsp-16.2p::gfp* adult worms irradiated with 400 J/m^2^ UV–C (*n* = 3 experiments totaling >50 individual embryos for UV-irradiated and nonirradiated samples). In all micrographs, the scale bar represents 100 *μ*m. In dot plots, each dot represents the signal detected in one individual worm or embryo; the error bars represent standard deviation. Statistical analysis: b, d: ***P < 0.001, ****P < 0.0001 vs. EV RNAi control (Brown–Forsythe and Welch ANOVA test corrected for multiple comparisons using the Dunnett T3 method); f: **P < 0.01, ***P < 0.001, ****P < 0.0001 vs. nonirradiated embryos of the same genotype (ordinary 2-way ANOVA test corrected for multiple comparisons using Sidak's method); h, j: ns *P* > 0.05, ***P < 0.001, ****P < 0.0001 vs. nonirradiated embryos (Welch's t-test).

### UV–C treatment phenocopies *pri-1* or *pri-2* RNAi

Like replication block, ultraviolet C (UV–C) light induces DSBs if the resulting bipyrimidine photoproducts are not resolved by the nucleotide excision repair (NER) pathway (Stergiou *et al*. 2011). Thus, we tested if UV–C exposure in early embryos phenocopies *pri-1* or *pri-2* RNAi treatment. We irradiated day 1 P0 adult worms with 400J/m^2^ UV–C and studied F1 embryos 24 h thereafter. Like *pri-1* or *pri-2* RNAi, UV–C treatment strongly activated *hsp-4p::gfp* (Fig. 5, e and f), in line with previously published observations (Deng *et al*. 2021). As observed for *pri-1* or *pri-2* RNAi, UV–C-induced *hsp-4p::gfp* upregulation was partially independent of *ire-1* and *xbp-1* in embryos (Fig. 5, e and f). The *hsp-4::gfp* translational reporter was also induced by UV–C (Fig. 5, g and h). By contrast, the cytosolic UPR reporter *hsp-16.2p::gfp* was not activated (Fig. 5, i and j), suggesting that UV–C specifically activates the UPR-ER in embryos. In the soma, UV–C caused ∼2-fold activation of *hsp-16.2p::gfp*, whereas *hsp-4p::gfp*, *hsp-4::gfp*, and *hsp-6p::gfp* were not activated (Supplementary Fig. 4). Collectively, these observations suggest that UV–C irradiation, like *pri-1* or *pri-2* RNAi, primarily activates the UPR-ER, especially in the embryo.

### Inactivating components of the DNA repair machinery does not activate the UPR-ER in somatic cells

The abovementioned data raised the possibility that genotoxic stress in general activates the UPR-ER. To test this hypothesis, we used RNAi to inactivate several DNA repair genes, which should cause increased DNA damage, specifically: *msh-2* (mismatch repair (Degtyareva *et al*. 2002)), *xpf-1* (NER (Saito *et al*. 2009)), *him-1* (a cohesin, whose loss results in chromosomal segregation defects in mitosis and meiosis (Chan *et al*. 2003)), *mus-81* (replicative repair (O’Neil *et al*. 2013)), *dog-1* and *him-6* (whose loss causes formation of R-loops or G4 structures, causing deletions in poly-G tracts and genome instability (Cheung *et al*. 2002; Youds *et al*. 2006)), and *cid-1* (DNA damage checkpoint, whose loss reverts HU-induced developmental arrest and activates *hsp-4p::gfp* (Olsen *et al*. 2006)). Unlike *pri-1* or *pri-2* RNAi, the knockdown of none of these genes activated any UPR-ER reporter in somatic cells (Supplementary Fig. 5). Notably, in our hands, *cid-1* RNAi failed to induce *hsp-4* (Supplementary Fig. 5), possibly because we initiate RNAi in synchronized L1 stage larvae and not in embryos. In embryos, inactivation of *him-1* activated the UPR-ER (Supplementary Fig. 6), but RNAi of the other tested DNA repair genes did not. We conclude that inactivation of DDR and repair machinery genes does not consistently activate the UPR-ER.

### The UPR-ER is not required to protect the germline against HU-induced replication stress

Because the UPR-ER is activated in somatic cells and embryos after *pri-1* or *pri-2* RNAi, we hypothesized that the UPR-ER protects worms from replication stress and the resulting DNA damage. To test this hypothesis, we used HU, a widely used chemical that inhibits ribonucleotide reductase, which reduces ribonucleosides into deoxyribonucleosides for DNA synthesis (Craig *et al*. 2012). In *C. elegans*, HU exposure leads to S-phase arrest, causing oversized nuclei in the mitotic germline, an extension of the duration of the first cell cycle in early embryos, and germline apoptosis (MacQueen and Villeneuve 2001; Garcia-Muse and Boulton 2005; Stevens *et al*. 2016). To quantify functional requirements of UPR-ER genes in response to replication inhibition, we compared the number of eggs laid per HU-exposed worm during a 4-h recovery period to the number of eggs laid by an unstressed worm of the same genotype, and also after prolonged replication stress by chronic HU exposure from the L1 stage onward. Acute and prolonged HU exposure both caused fecundity defects, but neither was exacerbated in the tested UPR-ER gene mutants (Fig. 6, a and b). Therefore, the UPR-ER is apparently dispensable to protect the *C. elegans* germline from replication stress.

**Fig. 6.**
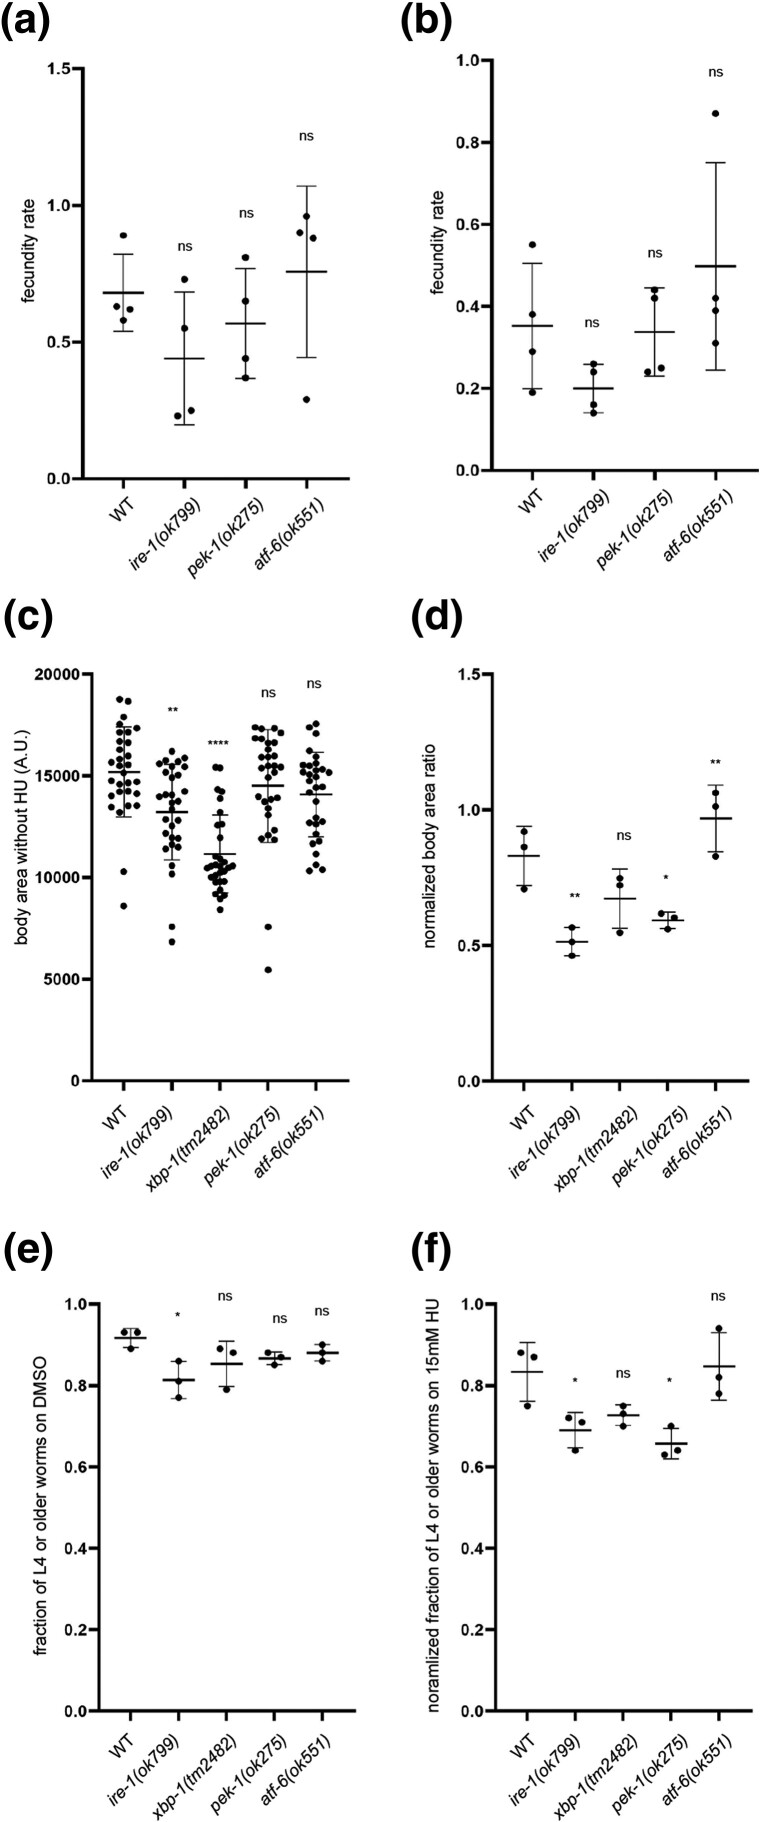
*ire-1* and *pek-1* are required to protect *C. elegans* against HU-induced replication stress. a and b) The graphs show the relative fecundity of wild-type, *ire-1(ok799)*, *pek-1(ok275)*, or *atf-6(ok551)* worms subjected to 20 mM HU for 24 h from late L4 stage (a) or 10 mM HU for 72 h from L1 stage (b). Relative fecundity is calculated as follows: average number of eggs laid by an HU-treated worm during a 4-h postexposure period/average number of eggs laid by an unstressed worm of the same genotype during a 4-h period. c) Body size quantification of wild-type, *ire-1(ok799)*, *xbp-1(tm2482)*, *pek-1(ok275)*, or *atf-6(ok551)* adult worms grown under unstressed conditions (*n* = 3 experiments totaling >30 animals per genotype). d) The graph shows the normalized average body area ratio of wild-type, *ire-1(ok799)*, *xbp-1(tm2482)*, *pek-1(ok275)*, or *atf-6(ok551)* adult worms, calculated as follows: average body area of worms grown on 15 mM HU (*n* = 3 experiments totaling >30 individual HU-treated animals per genotype)/average body area of worms of the same genotype on DMSO. e) The graph shows the fractions of wild-type, *ire-1(ok799)*, *xbp-1(tm2482)*, *pek-1(ok275)*, or *atf-6(ok551)* worms grown past L4 stage on DMSO at 48 h posthatching (*n* = 3 experiments totaling >90 individual animals per genotype). f) The graph shows normalized fraction of wild-type, *ire-1(ok799)*, *xbp-1(tm2482)*, *pek-1(ok275)*, or *atf-6(ok551)* worms grown past L4 stage on 15 mM HU at 48 h posthatching, calculated as follows: fraction of worms past L4 on 15 mM HU/fraction of worms past L4 on DMSO (*n* = 3 experiments totaling >120 individual animals per genotype). In all graphs, the error bar represents standard deviation. Statistical analysis: ns *P* > 0.05, *P < 0.05, **P < 0.01, ****P < 0.0001 (ordinary 1-way ANOVA test corrected for multiple comparisons using Dunnett's method).

### *ire-1* and *pek-1* are required to protect the soma from HU-induced replication stress

To test whether the UPR-ER protects somatic growth and development from damage caused by prolonged HU exposure, we measured the body area of worms grown on 15 mM HU from the L1 stage for 72 h. Because *ire-1* and *xbp-1* mutant worms have a smaller body size than wild-type worms (Fig. 6c), we normalized body size within each genotype (stressed/unstressed condition). We found that *ire-1* and *pek-1* mutant worms showed a reduced average body size ratio when exposed to HU (Fig. 6d). This suggests that the *ire-1* and *pek-1* branches of the UPR-ER are required for worms to tolerate or resolve prolonged replication stress to achieve normal somatic growth, while the *atf-6* branch is dispensable.

In addition to body size, we also quantified developmental success of worm mutants in the absence of stress and following HU exposure. Loss of *ire-1* caused developmental delay in unstressed conditions, whereas loss of other UPR-ER components did not (Fig. 6e). When exposed to 15 mM HU from the L1 stage on, *ire-1* or *pek-1* mutant worms showed a reduced ability to progress past the L4 stage within 48 h, whereas *atf-6* or *xbp-1* mutation had no effect (Fig. 6f). Collectively, these data show that the *ire-1* and *pek-1* branches, but not the *atf-6* branch, are required to maintain somatic resistance to replication stress.

### Transcriptome analysis of *pri-1* RNAi-treated embryos suggests deregulated glycosylation, calcium signaling, and fatty acid desaturation as potential sources of ER stress

To identify genes and processes altered by replication fork stalling, we studied the transcriptomes of wild-type embryos treated with EV or *pri-1* RNAi using RNA-seq. 

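The RNA-seq compared embryos of wild-type worms grown on bacteria that carried the empty vector (EV) with embryos of worms grown on bacteria that produced double-stranded RNA against *pri-1*, the gene of a DNA primase subunit. Each group had 3 libraries. The authors trimmed the reads, assigned them to annotated transcripts with Salmon, summed the estimates into genes with tximport and deposited CPM, the counts of a gene relative to a library total of 1000000, for 19933 genes. Of these, 166 were at 0 in all 6 libraries, so that the deposited table had not been filtered on expression. The low CPM values of each library were whole multiples of a step, the CPM of 1 read. Of the values up to 20 reads, 94.8% to 96.2% per library came out as whole reads, and 92.7% to 94.3% of all values above 0 did so. The step gave totals of 122751253, 127486939 and 153289780 reads for EV replicates 1, 2 and 3 and of 129240344, 162069371 and 154482879 reads for *pri-1* RNAi replicates 1, 2 and 3. A level of 3 reads, taken as the floor, was therefore between 0.0185 and 0.0244 CPM, which covers counting error only. A total of 14801 genes had at least 0.5 CPM in at least 3 libraries, and these were tested with limma on log2(CPM + 0.5), with a mean-variance trend and Benjamini-Hochberg adjustment. Fold changes are on that log2(CPM + 0.5) scale, which understates the change of genes with low CPM. The authors tested gene-level read counts with edgeR after a filter of more than 10 reads in at least 3 samples. An exact two-sided permutation test of 3 libraries against 3 cannot give a p-value below 0.1.
The target of the RNAi was checked first. *pri-1* (WBGene00004180, chromosome III, 9612254 to 9614281 on the minus strand in WBcel235) had 41.2, 47.2 and 26.9 CPM in the EV libraries and 28.6, 28.7 and 24.3 CPM in the *pri-1* RNAi libraries. The means were 38.4 ± 10.4 CPM (SD, n = 3) and 27.2 ± 2.50 CPM (SD, n = 3). The log2 fold change of -0.46 (standard error 0.29) was not larger than the spread between replicates (adjusted p = 0.285 from limma; exact permutation test, p = 0.3). EV replicate 3 was lower than *pri-1* RNAi replicates 1 and 2 in the deposited CPM. With trimmed-mean scaling, every *pri-1* RNAi library (24.8, 30.7 and 24.2 CPM) was below every EV library (38.9, 36.3 and 40.1 CPM), and the difference did not pass the threshold either. *pri-2*, which encodes the other primase subunit, had 42.3 ± 9.89 CPM (SD, n = 3) in EV and 97.9 ± 27.1 CPM (SD, n = 3) in *pri-1* RNAi embryos. The log2 fold change was 1.19 (standard error 0.29, adjusted p = 0.0208 from limma), a call that was lost without *pri-1* RNAi replicate 1 and without *pri-1* RNAi replicate 3.
Across the tested genes, principal component 1 held 62.2% of the variance and parted the EV from the *pri-1* RNAi libraries, and principal component 2 held 30.1% and mainly separated EV replicates 2 and 3. The correlation of log2(CPM + 0.5) across genes was 0.922 to 0.977 between EV libraries, 0.962 to 0.986 between *pri-1* RNAi libraries and 0.829 to 0.938 between the groups.

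**Figure D1:**
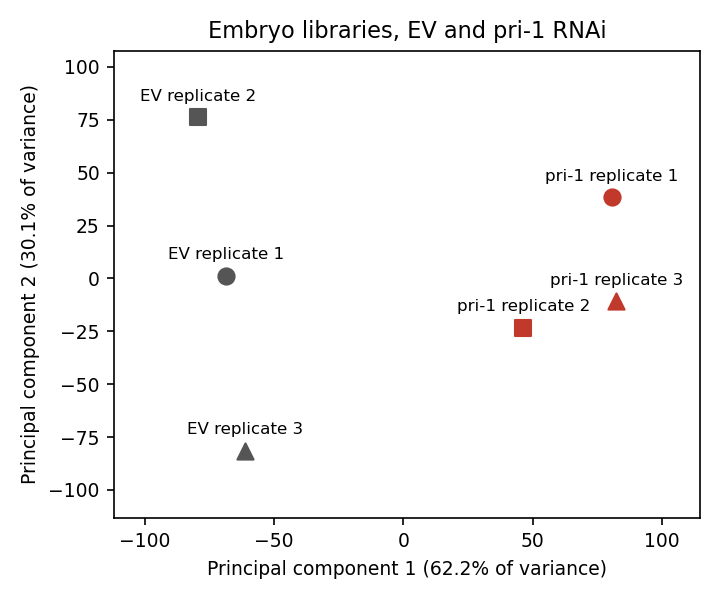
Principal component analysis of log2(CPM + 0.5) of the 14801 tested genes, with 1 point per library (gray, EV RNAi; red, *pri-1* RNAi) and the percent of variance on each axis. The EV libraries lie on the left of component 1 and the *pri-1* RNAi libraries on the right, and EV replicates 2 and 3 lie farthest apart on component 2.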

We identified 2785 genes that were up- and 1738 genes that were downregulated following *pri-1* depletion (Fig. 7a; Supplementary Tables 1–3 and Fig. 7). 

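In the limma test, 2564 genes were higher and 1471 genes were lower in *pri-1* RNAi than in EV embryos at an adjusted p-value under 0.05, and 5852 genes had an unadjusted p-value under 0.05. In 6684 genes, 45.2% of those tested, the 3 libraries of one group all lay above the 3 of the other, where chance gives 10%. DESeq2 on the recovered reads called 3414 genes lower and 4255 higher, the largest change in number. The number of lower genes changed by the largest factor with 1 library left out. Without *pri-1* RNAi replicate 3, 273 genes were lower and 1437 higher, and without EV replicate 3, 2993 were lower and 2509 higher. The share of higher genes among all changed genes was 63.5% on the CPM as deposited, 56.0% with trimmed-mean scaling, 56.4% with median centring and 49.2% with quantile normalization. edgeR's quasi-likelihood test on the recovered reads, with TMM factors and the filter of the authors on read number, called 3599 genes higher and 2760 lower of 17784 genes. Without TMM factors, a setting chosen after the data were seen, it called 3384 higher and 1642 lower. With the number in the library names as a block, limma called 4159 genes higher and 1917 lower. This block pairs 2 EV with 2 *pri-1* RNAi libraries. Only these pairs inform the difference, so little is left from which to estimate the spread. The deviations of the paired libraries from the group means had a mean Pearson correlation of 0.206 across genes.
The largest increases among genes with a mean of at least 5 CPM and no overlap between the groups were in *tbb-6*, *igdb-1*, *B0507.8*, *K04A8.21* and *ZK177.9*, with log2 fold changes from 6.54 to 6.86. *tbb-6* rose from 0.914 ± 0.138 CPM (SD, n = 3) to 166 ± 36.0 CPM (SD, n = 3; adjusted p = 0.000232 from limma). *igdb-1* was at 0 in each EV library and at 57.5 ± 26.1 CPM (SD, n = 3) in *pri-1* RNAi embryos. The largest decreases were in *K01D12.1*, *K01D12.8*, *H23N18.5*, *acdh-1* and *F15E6.10*, with log2 fold changes from -3.80 to -3.36. The EV libraries differed widely for some of these genes. *K01D12.1*, *F15E6.10* and *acdh-1* lost their calls in 3, 2 and 1 of the 6 fits that each left out 1 library. *K01D12.8* and *H23N18.5* kept theirs. *acdh-1* had 218 ± 182 CPM (SD, n = 3) in EV and 16.8 ± 8.80 CPM (SD, n = 3) in *pri-1* RNAi embryos (log2 fold change -3.38, adjusted p = 0.0116 from limma). Of other genes that the paper names, *glp-1* and *blmp-1* did not pass the threshold, with log2 fold changes of 1.53 (adjusted p = 0.0591 from limma) and -1.50 (adjusted p = 0.0632). *glp-1* and *blmp-1* passed it with each of the 3 other scalings. *mdt-15* had a log2 fold change of -0.71 (adjusted p = 0.0626 from limma) and also passed the threshold with each of these scalings. *cid-1* changed by 0.08 (adjusted p = 0.910 from limma), and its sign changed without EV replicate 3 and without *pri-1* RNAi replicate 1.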

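The endoplasmic reticulum chaperone gene *hsp-4* (WBGene00002008, chromosome II, 7350112 to 7352645 on the minus strand in WBcel235) had 428, 261 and 368 CPM in the EV libraries and 1260, 1215 and 1448 CPM in the *pri-1* RNAi libraries. Its mean rose from 352 ± 84.8 CPM (SD, n = 3) to 1308 ± 123.6 CPM (SD, n = 3). Its log2 fold change was 1.92 (standard error 0.24, adjusted p = 0.00156 from limma). *hsp-43* (WBGene00002024, chromosome X, 6233151 to 6235543) rose from 20.6 ± 3.58 CPM (SD, n = 3) to 84.8 ± 18.8 CPM (SD, n = 3). Its log2 fold change was 2.01 (standard error 0.27, adjusted p = 0.00213 from limma). *hsp-70* (WBGene00002026, chromosome I, 9320325 to 9322519) rose from 17.8 ± 10.4 CPM (SD, n = 3) to 71.7 ± 8.62 CPM (SD, n = 3). Its log2 fold change was 2.18 (standard error 0.48, adjusted p = 0.0143 from limma). For each of these 3 genes, every *pri-1* RNAi library was above every EV library (exact two-sided permutation test, p = 0.1, the smallest p-value that 3 libraries against 3 allow). The EV libraries were most uneven for *hsp-70*, with 19.3, 27.4 and 6.68 CPM in replicates 1, 2 and 3. With each library left out in turn, the log2 fold change stayed between 1.72 and 2.07 for *hsp-4*, between 1.86 and 2.19 for *hsp-43* and between 1.61 and 2.59 for *hsp-70*. *hsp-70* lost its call in 3 of these 6 fits. edgeR's quasi-likelihood test on recovered reads gave log2 fold changes of 1.64, 1.82 and 1.97 for *hsp-4*, *hsp-43* and *hsp-70*.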

In line with the abovementioned data, *hsp-4* was significantly induced following *pri-1* depletion, as were two other chaperones, *hsp-43* and *hsp-70* (Fig. 7, b–d; Supplementary Tables 1 and 2); others have reported that *hsp-70* is induced by tunicamycin in an *xbp-1*-dependent fashion (Urano *et al*. 2002; Lim *et al*. 2014), suggesting that it is an effector chaperone of the UPR-ER. By contrast, neither the mitochondrial UPR chaperones *hsp-6* and *hsp-60*, nor any of the cytoplasmic UPR chaperones of the *hsp-16* family (*hsp-16.1*, *hsp-16.11*, *hsp-16.2*, *hsp-16.41*, and *hsp-16.48*) were induced (Supplementary Tables 1–3 and Fig. 8; Fig. 7a). Hence, unbiased transcriptome profiling confirms that the UPR-ER is specifically activated in embryos experiencing replication fork stress, whereas other UPRs are not.

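*hsp-6* (WBGene00002010, chromosome V, 4824124 to 4826760 in WBcel235) had 439 ± 153 CPM (SD, n = 3) in EV and 349 ± 89.4 CPM (SD, n = 3) in *pri-1* RNAi embryos. Its log2 fold change of -0.29 (standard error 0.32) was within the spread between replicates (adjusted p = 0.548 from limma). *hsp-60* (WBGene00002025, chromosome III, 1619742 to 1625803) was lower, with 269 ± 71.6 CPM (SD, n = 3) in EV and 122 ± 35.5 CPM (SD, n = 3) in *pri-1* RNAi embryos. The log2 fold change was -1.14 (standard error 0.30, adjusted p = 0.0266 from limma).
None of the 5 *hsp-16* genes passed the threshold. The log2 fold changes were 0.33 for *hsp-16.11* (adjusted p = 0.647 from limma), 0.34 for *hsp-16.2* (adjusted p = 0.600), -0.45 for *hsp-16.41* (adjusted p = 0.676), -0.03 for *hsp-16.48* (adjusted p = 0.985) and 3.11 for *hsp-16.1* (standard error 2.20, adjusted p = 0.338). These genes differed more between libraries of 1 group than between the groups. *hsp-16.48* had 1254, 6114 and 348 CPM in EV replicates 1, 2 and 3 and 1362 ± 137 CPM (SD, n = 3) in *pri-1* RNAi embryos. *hsp-16.1* had 5.79, 0.0583 and 8.78 CPM in the EV libraries and 143, 0.118 and 236 CPM in the *pri-1* RNAi libraries. Ensembl release 115 gives the name *hsp-16.1* to 2 genes, WBGene00002015 (chromosome V, 9087293 to 9087782) and WBGene00002017 (9090077 to 9090604), and the name *hsp-16.48* to WBGene00002019 (9088131 to 9088617) and WBGene00002020 (9089280 to 9089766). Reads of such copies can be split between them in the counting, and the levels of the 5 *hsp-16* genes were not whole reads in all libraries, so single values of these genes are uncertain. The sum of *hsp-16.1* and *hsp-16.11* was 1241 ± 658 CPM (SD, n = 3) in EV and 1504 ± 191 CPM (SD, n = 3) in *pri-1* RNAi embryos, with a log2 fold change of 0.46 (standard error 0.45, adjusted p = 0.495 from limma).
These calls changed in some fits. With the number in the library names as a block, which draws the difference from EV replicates 1 and 3 and *pri-1* RNAi replicates 1 and 2 alone, *hsp-16.11*, *hsp-16.2* and *hsp-16.48* passed the threshold as higher, with log2 fold changes of 0.79, 0.75 and 1.11, and *hsp-6* as lower, with -0.57. *hsp-16.41* turned to 0.49 without passing. *hsp-16.11* and *hsp-16.2* turned below 0 without EV replicate 3, *hsp-16.41* turned above 0 without EV replicate 2, and *hsp-16.48* did so without EV replicate 2 and without *pri-1* RNAi replicate 3. Without *pri-1* RNAi replicate 2, *hsp-16.1* passed the threshold with a log2 fold change of 5.85 (adjusted p = 0.0191 from limma). It also passed with the replicate numbers of the titles as a block, with 3.11. *hsp-60* lost its call with that block, with trimmed-mean scaling, with median centring and in 3 of the 6 fits that each left out 1 library, and stayed below 0 in all of them.

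**Figure D2:**
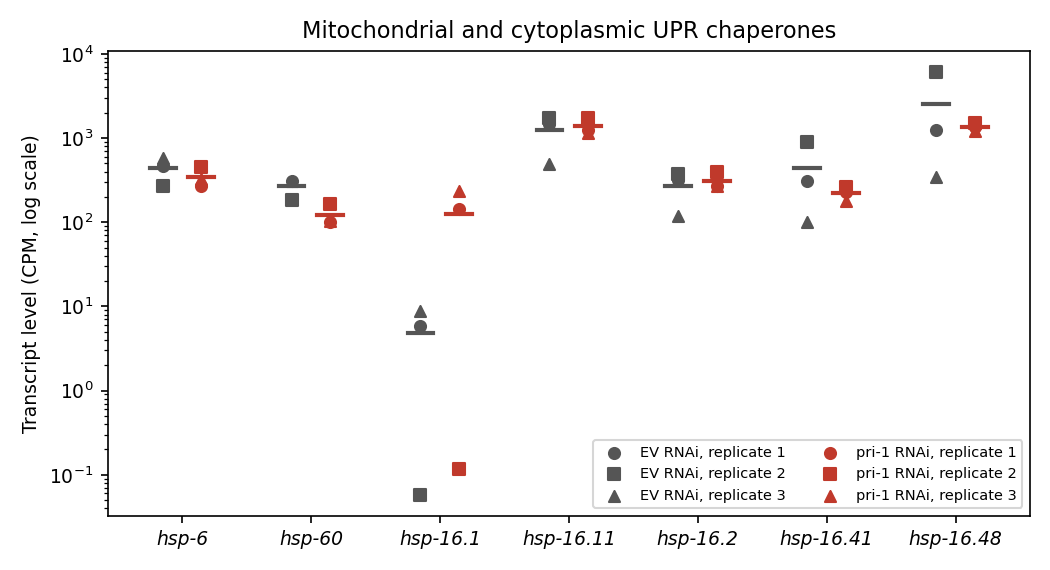
CPM on a log scale of 7 chaperone genes in each library (gray, EV RNAi; red, *pri-1* RNAi; marker shape, replicate; horizontal line, mean of 3 libraries). The groups overlap for every gene except *hsp-60*, and *hsp-16.1* ranges from 0.0583 to 236 CPM.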

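Lists of genes written before the data were examined gave the same comparison for more members of each response. In the list of 15 tested genes of the cytosolic heat shock response, the median log2 fold change was 0.34 (adjusted p = 0.158 from limma's camera test over 30 lists). *hsp-70* was not in this list, since it was counted with the UPR-ER effector genes. Of the members, 3 were higher at an adjusted p-value under 0.05 over all genes, 1 of them when adjusted over the list alone. These 3 were *hsp-90*, which rose from 4406 ± 1248 CPM (SD, n = 3) to 11548 ± 2346 CPM (SD, n = 3; log2 fold change 1.404, adjusted p = 0.0111 from limma), *hsp-110*, with a log2 fold change of 0.83 (adjusted p = 0.0380), and *hsp-17*, with 1.02 (adjusted p = 0.0404). With trimmed-mean scaling or median centring, *hsp-90* and *hsp-110* did not pass the threshold. *hsp-90*, *hsp-110* and *hsp-17* lost their calls in 2, 5 and 4 of the 6 fits that each left out 1 library. Among genes with a mean of at least 5 CPM *hsp-17* did not and the list did (adjusted p = 0.0436 from camera). In the list of 11 genes of the mitochondrial UPR, the median log2 fold change was -0.24 (adjusted p = 0.294 from camera). No member was higher and 1 was lower (*hsp-60*) over all genes, and none passed when adjusted over the list alone. This median was above 0 with the library numbers as a block, without EV replicate 2 and without *pri-1* RNAi replicate 2. The paper reasons that *hsp-4*, *hsp-43* and *hsp-70* were induced while *hsp-6*, *hsp-60* and the *hsp-16* genes were not, and concludes that replication fork stress in embryos activates the UPR-ER specifically and not the other UPRs.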

**Fig. 7.**
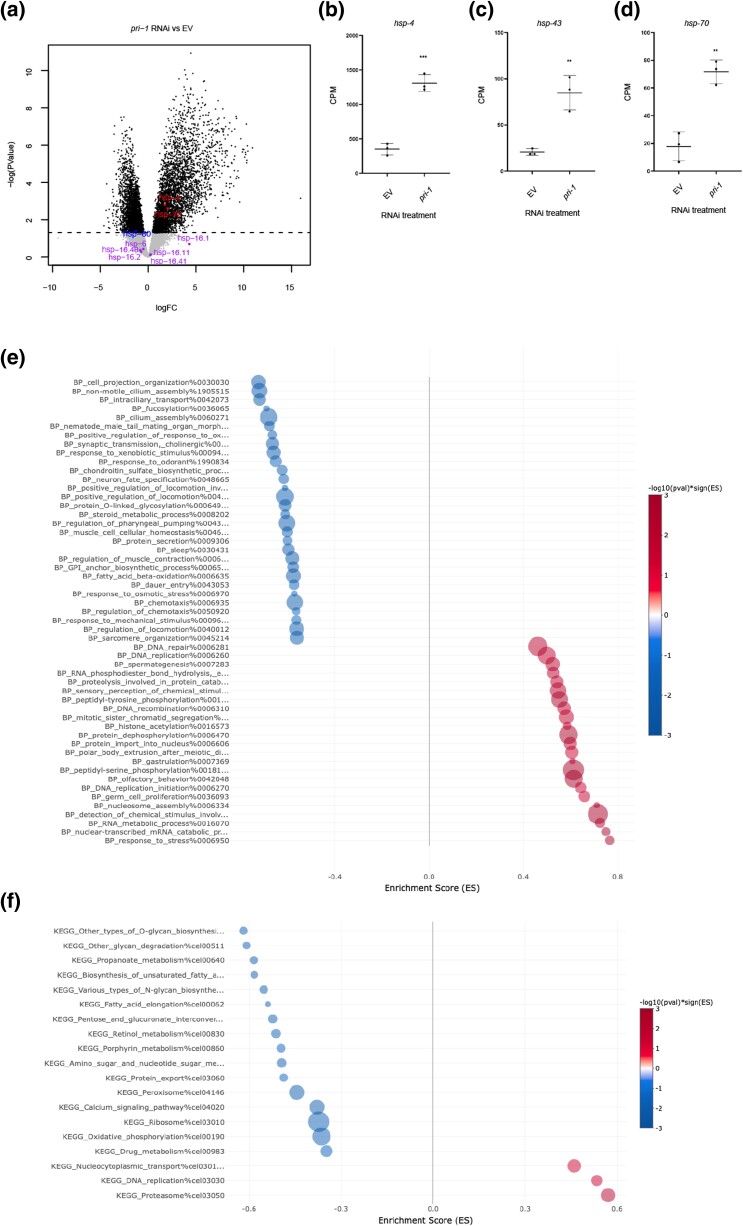
Replication stress in embryos alters protein glycosylation, calcium signaling, and fatty acid desaturation. a) The volcano plot shows the expression of all detected genes in EV and *pri-1* RNAi-treated embryos. X-axis, logFC; Y-axis, -log_10_(P-value). Black, *P-*value <0.05; gray, *P*-value ≥0.05; blue, highlighted and significantly downregulated; red, highlighted and significantly downregulated; purple, highlighted but not significant. b–d) The graph shows average transcript levels in counts per million (CPM) of *hsp-4*, *hsp-43*, and *hsp-70* mRNA in EV or *pri-1* RNAi-treated embryos; the error bars represent standard deviation (*n* = 3 experiments). Statistics: **P < 0.01, ***P < 0.001 (unpaired Student's t-test). e and f) The bubble plots show processes enriched negatively (blue, enrichment score <0) and positively (red, enrichment score >0) in *pri-1* RNAi-treated worms, based on the BP (e) and KEGG (f) databases. Bubbles represent the top 30 or fewer gene sets determined to be statistically significant (cutoffs *P* < 0.05, *P*adj < 0.25), as determined by analysis with the easyGSEA function of the eVITTA webserver (Cheng *et al*. 2021). The size of the bubble corresponds to the number of genes represented in each gene set. X-axis: enrichment score (ES).

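Lists of genes that stand for processes of such plots, written before the data were examined and not identical with the BP or KEGG terms, were tested with limma's camera test. All 24 sarcomere genes had a log2 fold change below 0, with a median of -0.96 (adjusted p = 1.9e-05 from camera). Of 52 genes of cilium assembly, 48 had a log2 fold change below 0, with a median of -0.998 (adjusted p = 1.2e-06). The EV libraries were uneven for the cilium list, with medians relative to the EV mean of 0.86 in EV replicate 2 and -0.92 in EV replicate 3, which was below *pri-1* RNAi replicate 1 (-0.87). Genes of oxidative phosphorylation had a median of -0.32 over 40 genes (adjusted p = 0.0415 from camera), although no single member passed the threshold, and the list did not pass with any of the 3 other scalings. The medians of 78 ribosomal protein genes and 11 peroxisome genes were -0.22 and -0.52, and neither list passed (adjusted p = 0.0849 and 0.163 from camera). The ribosomal protein list passed as lower without a filter on expression, with the library numbers as a block and in the other 4 of the 6 fits that each left out 1 library, while its median rose above 0 without EV replicate 3 and without *pri-1* RNAi replicate 1. The peroxisome list passed as lower without EV replicate 3.
All 33 proteasome genes had a log2 fold change above 0, with a median of 0.78 (adjusted p = 4.5e-06 from camera). Of these genes, 14 were higher at an adjusted p-value under 0.05 over all genes and 26 when adjusted over the list alone. Genes of nuclear transport had a median of 0.76 over 39 genes (adjusted p = 0.00453 from camera). Of these, 17 were higher and 1 lower over all genes, and 20 were higher and 2 lower over the list alone. The lower gene, named after its value was seen, was *xpo-3*, with a log2 fold change of -1.50. The proteasome list lost its call with the library numbers as a block, and the nuclear transport list with an inter-gene correlation of 0.05. *ran-1* rose from 398 ± 59.1 CPM (SD, n = 3) to 1674 ± 299 CPM (SD, n = 3; log2 fold change 2.07, adjusted p = 0.000983 from limma). A list of 170 chemoreceptor genes had a median log2 fold change of 1.05 (adjusted p = 2.6e-10 from camera), and 19 sperm genes had a median of 0.89 (adjusted p = 0.00122), higher than 94.3% of random lists matched on mean expression. Only 170 of the 1318 chemoreceptor genes of the deposited table reached 0.5 CPM in 3 libraries. Genes near 0 in EV embryos pass this filter only if they rise. Without the filter, the chemoreceptor and sperm lists had medians of 0.18 and 0.40 and still passed the threshold. Among genes with a mean of at least 5 CPM neither of these lists passed the threshold.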

To delineate how replication fork stress could induce the UPR-ER, we performed GSEA using the BP and KEGG databases. 

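The BP and KEGG gene sets were not used here. In their place, 30 lists were written from gene names and gene classes before the data were examined. Each was tested with limma's camera test on log2(CPM + 0.5), with an inter-gene correlation of 0.01 and Benjamini-Hochberg adjustment over the 30 lists. The median log2 fold change of each list was set against 10000 random lists of the same size matched on mean expression. In total, 8 lists were higher and 6 were lower in *pri-1* RNAi embryos at an adjusted p-value under 0.05. With an inter-gene correlation of 0.05, the alternative that moved this number most, 7 lists passed in all. Such counts of lists also arose in other groupings of the libraries: between 12 and 19 lists passed in each of the 9 other splits of the 6 libraries into groups of 3.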

As expected, terms relating to the UPR-ER stress response were enriched, e.g. the terms “BP_response_to_stress%0006950” (which includes *hsp-4* and *hsp-70*) and “BP_PERK-mediated_unfolded_protein_response%0036499” (Fig. 7, e–f, Supplementary Tables 4 and 5). Furthermore, we observed an enrichment of terms related to DNA replication and DNA repair (Fig. 7, e and f, Supplementary Tables 4 and 5), as expected in worms experiencing replication stress. 

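The list of UPR-ER effector genes had 20 tested members, of which 16 had a log2 fold change above 0. The median was 0.48 (adjusted p = 0.0324 from limma's camera test), higher than 97.7% of the matched random lists. Of the members, 5 were higher at an adjusted p-value under 0.05, over all genes and over the list alone. Besides *hsp-4* and *hsp-70*, these were *ckb-2*, which rose from 10.0 ± 2.79 CPM (SD, n = 3) to 64.4 ± 21.2 CPM (SD, n = 3; log2 fold change 2.60, adjusted p = 0.00257 from limma), and *enpl-1* and *pdi-1*. The last 2 were named after their values were seen and had log2 fold changes of 0.71 and 0.95. The list lost its call with a pseudocount of 0.1, without a filter on expression, with trimmed-mean scaling, with median centring, with an inter-gene correlation of 0.05, with the library numbers as a block, without EV replicate 2, and in preranked GSEA. Its median stayed above 0 in each of these fits. In 5 of the 10 splits of the libraries, the real one included, the list had a p-value as small. The list of *abu* and *pqn* genes, of which *abu* stands for activated in blocked UPR, went the other way. Of 59 genes, 42 were below 0, with a median of -0.51 (adjusted p = 0.00526 from camera), and 15 were lower and 5 higher at an adjusted p-value under 0.05. It lost its call without a filter on expression and with an inter-gene correlation of 0.05.
Of the 5 genes of the UPR-ER sensors and their transcription factors, none passed the threshold, over all genes or over the list alone. The list had a median log2 fold change of 0.63 (adjusted p = 0.514 from camera). The log2 fold changes were 0.67 for *ire-1* (adjusted p = 0.294 from limma), 0.63 for *xbp-1* (adjusted p = 0.0542), 0.67 for *pek-1* (adjusted p = 0.257), 0.17 for *atf-6* (adjusted p = 0.814) and -0.32 for *atf-4* (adjusted p = 0.277). *xbp-1* was higher in every *pri-1* RNAi library than in every EV library and passed the threshold with a pseudocount of 0.1. *atf-4* was lower in every *pri-1* RNAi library than in every EV library. *ire-1* and *pek-1* passed it with the library numbers as a block, and *pek-1* also without EV replicate 2. *atf-6* fell below 0 without EV replicate 3 and without *pri-1* RNAi replicate 1.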

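Of 35 DNA replication genes, 29 had a log2 fold change above 0, and the median was 0.62 (adjusted p = 0.00244 from limma's camera test). Of the 35 genes, 12 were higher and none was lower at an adjusted p-value under 0.05, over all genes and over the list alone. The smallest p-value was that of *mcm-4*, which rose from 72.7 ± 11.5 CPM (SD, n = 3) to 208 ± 41.2 CPM (SD, n = 3; log2 fold change 1.50, adjusted p = 0.00399 from limma). Next came *mcm-5* (log2 fold change 1.49, adjusted p = 0.00481) and *pcn-1* (log2 fold change 1.30, adjusted p = 0.00834). The list lost its call with an inter-gene correlation of 0.05 (adjusted p = 0.0610 from camera), and 4 of the 10 splits of the libraries, the real one included, gave it a p-value as small. The paper reports that *pri-1* RNAi embryos arrest early, and a difference in embryo stage was not excluded as a source of this rise. Of the other subunits of the DNA polymerase alpha-primase complex, *pri-2* passed the threshold (log2 fold change 1.19), while *pola-1* and *div-1* did not. *pola-1* changed by -0.11 (adjusted p = 0.859 from limma) and *div-1* by 0.54 (adjusted p = 0.158). The sign of *pola-1* changed in 4 of the 6 fits that each left out 1 library.
The DNA repair list, with 49 genes, had a median log2 fold change of 0.36 and did not pass (adjusted p = 0.194 from camera). Of its genes, 36 were above 0, and the median was at percentile 100 of the matched random lists. It passed with quantile normalization, among genes with a mean of at least 5 CPM, with the library numbers as a block and without EV replicate 2, and its median fell below 0 without EV replicate 3. Of its members, 4 were higher over all genes, 2 of them when adjusted over the list alone. These were *chk-2* (0.602 ± 0.0134 CPM in EV and 5.26 ± 1.91 CPM in *pri-1* RNAi embryos, SD, n = 3; log2 fold change 2.32, adjusted p = 0.00286 from limma), *csb-1* (log2 fold change 2.02, adjusted p = 0.00330), *brd-1* (log2 fold change 1.22, adjusted p = 0.0344) and *rad-51* (log2 fold change 0.87, adjusted p = 0.0483). *rad-51* lost its call with trimmed-mean scaling, with robust variances, among genes with a mean of at least 5 CPM and in 5 of the 6 fits that each left out 1 library. The log2 fold changes of other genes of the DNA damage response that the paper studies were 0.89 for *msh-2*, 0.92 for *dog-1*, 0.42 for *mus-81*, 0.22 for *him-1*, -0.05 for *him-6* and -0.30 for *xpf-1*, and none of these passed the threshold. *msh-2* passed it with quantile normalization and *dog-1* with trimmed-mean scaling, among other fits. The sign of *him-6* changed in 4 of the 6 fits with 1 library left out and that of *him-1* in 1.

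**Figure D3:**
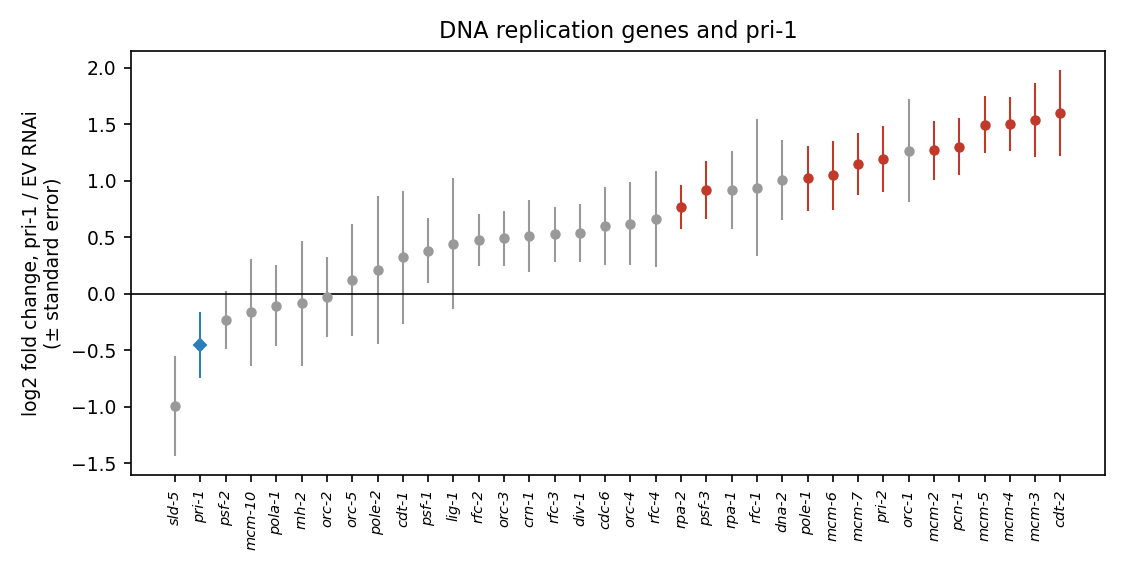
Log2 fold change, *pri-1* RNAi against EV, of 35 DNA replication genes (circles; red, adjusted p-value under 0.05 over all genes) and of *pri-1* (blue diamond), with bars of 1 standard error. *sld-5*, named after its value was seen, is the only gene of the list below *pri-1*, and the values of the list run from -0.99 to 1.60.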

For example, “KEGG_DNA_replication%cel03030” was one of only three upregulated terms when using the KEGG database for analysis, while upregulated terms identified with the BP database included terms such as “BP_DNA_replication_initiation%000627”, “BP_DNA_repair%0006281”, “BP_DNA_recombination%0006310”, and “BP_double-strand_break_repair_via_homologous_recombination%0000724”. Finally, our analysis identified several processes whose downregulation could indicate the source of UPR-ER activation in *pri-1* RNAi-treated worms. Specifically, when using analysis with the KEGG database, of the only 13 downregulated terms, three relate to protein N- and O-glycosylation (“KEGG_Various_types_of_N-glycan_biosynthesis%cel00513”, “KEGG_Other_glycan_degradation%cel00511”, “KEGG_Other_types_of_O-glycan_biosynthesis%cel00514”), 1 relates to calcium signaling (“KEGG_Calcium_signaling_pathway%cel04020”), and 2 relate to the biosynthesis of unsaturated fatty acids (“KEGG_Fatty_acid_elongation%cel00062”, “KEGG_Biosynthesis_of_unsaturated_fatty_acids%cel01040”). 

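Glycosyltransferase genes of the *gly*, *fut* and related classes had a median log2 fold change of -0.56 over 21 genes (adjusted p = 0.0276 from limma's camera test), lower than in all but 1.61% of the matched random lists. Over all genes, *gly-8* was lower, from 196 ± 35.9 CPM (SD, n = 3) to 58.5 ± 28.7 CPM (SD, n = 3; log2 fold change -1.83, adjusted p = 0.00862 from limma). *fut-1* was also lower (log2 fold change -1.53, adjusted p = 0.0430) and *gly-14* was higher (log2 fold change 1.25, adjusted p = 0.0155). *fut-1* and *gly-14* lost their calls in 5 and 2 of the 6 fits that each left out 1 library, and *gly-8* kept its call. Over the list alone, 1 gene was higher and 1 lower. The list lost its call with an inter-gene correlation of 0.05, with the library numbers as a block and without EV replicate 2. The medians by library were more spread in EV embryos, from -0.85 to 0.66 relative to the EV mean, than in *pri-1* RNAi embryos, from -0.68 to -0.50. The N-glycan synthesis list had a median of -0.07 over 23 genes (adjusted p = 0.514 from camera), and no member passed the threshold over all genes or over the list alone. The median was above 0 with quantile normalization, with the library numbers as a block, without EV replicate 2 and without *pri-1* RNAi replicate 2. The proteoglycan and glycolipid synthesis list had a median of -0.47 over 21 genes (adjusted p = 0.0982 from camera). Of its genes, 3 were lower over all genes (*bre-1*, *bre-4* and *sqv-2*, log2 fold changes -1.97, -1.06 and -0.94) and 2 over the list alone. With each library left out in turn, *bre-4* and *sqv-2* lost their calls in 3 and 5 of the 6 fits, and *bre-1* kept its call. The proteoglycan and glycolipid list passed without a filter on expression and without EV replicate 3. Its median rose above 0 with the library numbers as a block and without EV replicate 2.
Calcium signaling genes had a median of -0.53 over 40 genes (adjusted p = 0.0118 from camera), with 8 genes lower and 2 higher over all genes and 7 lower and 2 higher over the list alone. The list lost its call with an inter-gene correlation of 0.05. Its median ran from -0.85 to -0.15 with each library left out in turn, and up to -0.08 over all alternatives. A difference in embryo stage was not excluded as a source here either. Relative to the EV mean, the median of EV replicate 3 (-0.363) was below that of *pri-1* RNAi replicate 1 (-0.346). *cnb-1*, which encodes calcineurin B, fell from 188 ± 6.26 CPM (SD, n = 3) to 101 ± 10.7 CPM (SD, n = 3; log2 fold change -0.90, adjusted p = 0.0117 from limma). *cnb-1* lost its call in 2 of the 6 fits that each left out 1 library. The higher genes were *ncx-8* and *ncx-9*, both under 1 CPM on average in either group.
The list of fatty acid desaturation and elongation genes had a median log2 fold change of 0.35 over 18 genes and did not pass (adjusted p = 0.328 from camera). Single members changed in opposite directions, with 5 genes higher and 3 lower over all genes and the same numbers over the list alone. The desaturase gene *fat-2* rose from 32.2 ± 8.90 CPM (SD, n = 3) to 121 ± 12.7 CPM (SD, n = 3; log2 fold change 1.93, adjusted p = 0.00216 from limma). *fat-7* had a log2 fold change of 1.60 (adjusted p = 0.0101) and *fat-3* of 1.58 (adjusted p = 0.0150). The other members past the threshold, named after their values were seen, were *fat-6* and *elo-1*, with log2 fold changes of 1.48 and 1.06, and the elongase genes *elo-3*, *elo-4* and *elo-6*, with -0.73, -1.96 and -2.14.

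**Figure D4:**
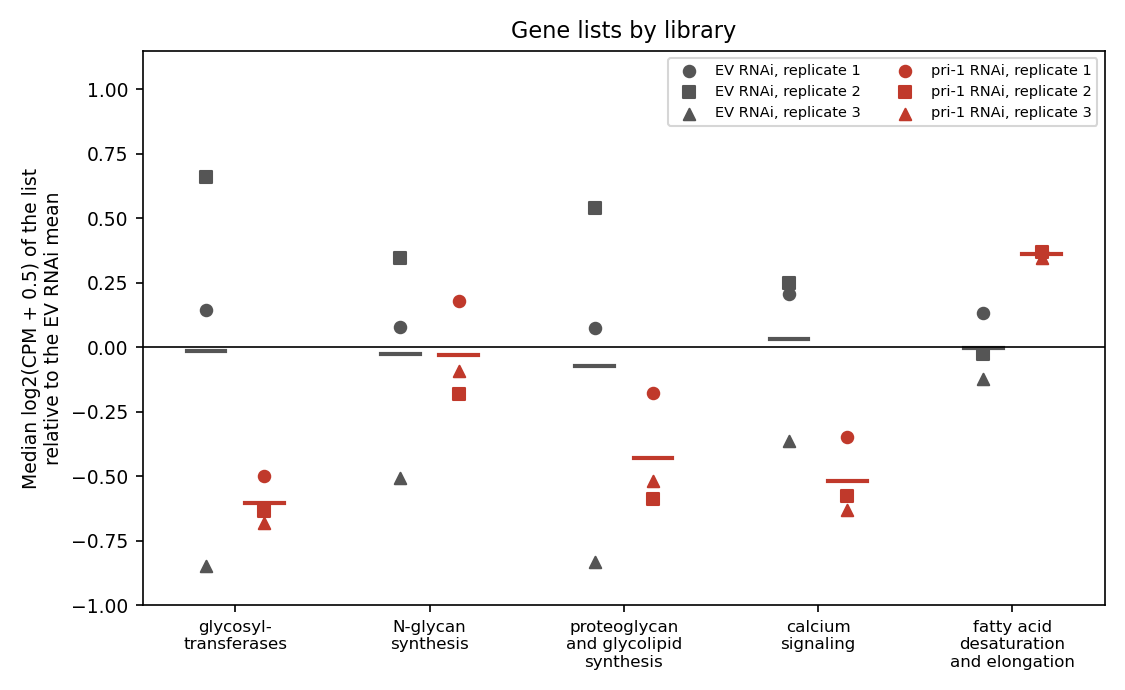
Median over the genes of a list of log2(CPM + 0.5) relative to the EV mean of each gene, in each library (gray, EV RNAi; red, *pri-1* RNAi; marker shape, replicate; horizontal line, mean of 3 libraries). EV replicate 3 is below all *pri-1* RNAi libraries for the glycosyltransferase, N-glycan and proteoglycan lists, and the *pri-1* RNAi libraries are all above the EV libraries for the fatty acid list.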

We conclude that the dysregulation of multiple cellular processes by replication fork stalling after *pri-1* RNAi likely activates the UPR-ER in the embryos.

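Across the 14 lists past the threshold, the median log2 fold change ran from -0.998 for the cilium list to 2.39 for the 37 *pals* genes. From the lower terms for protein glycosylation, calcium signaling and unsaturated fatty acids, the paper proposes that stalled replication forks after *pri-1* RNAi disturb several cellular processes and that this disturbance activates the UPR-ER in embryos.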

## Discussion

Animals such as *C. elegans* consistently experience and must handle diverse stresses in their environment. Optimal adaptation to such insults requires the deployment of multiple response pathways, and recent studies have identified functional crosstalk between stress responses such as the UPR-ER and the DDR. Here, we show that replication fork stalling strongly induces two branches of the UPR-ER in *C. elegans* embryos. In turn, the UPR-ER is required to protect worms from the deleterious effects of stalled replication forks. Surprisingly, analysis of transcriptional reporters and transcriptome data suggest that it is primarily the UPR-ER that is induced by this stress, whereas other UPRs are only mildly activated. Our data suggest that replication fork stalling specifically causes ER dysfunction, possibly by disturbing cellular processes that are unique, or especially important, to ER function.

### Replication fork stalling selectively activates the UPR-ER

The UPR-ER, the cytosolic UPR, and the mitochondrial UPR are interconnected adaptive pathways that ensure homeostasis in the face of stress. Conditions that impair general protein folding such as oxidative stress and protein degradation defects induce all three UPRs in *C. elegans* (Rodrigues *et al*. 2011; Hou *et al*. 2014; Bartoszewska and Collawn 2020; Taylor *et al*. 2021). Here, we observed robust induction of 2 UPR-ER reporters by *pri-1* or *pri-2* RNAi or UV–C irradiation, but did not observe the induction of cytosolic or mitochondrial UPR reporters. This lack of induction was confirmed by our unbiased transcriptome profiling. Together, these data indicate that ER proteostasis or membrane lipid equilibrium, but not cytosolic or mitochondrial proteostasis, is disturbed by replication stress. This selectivity appears to rule out a mechanism whereby DNA replication fork stalling causes protein misfolding, aggregation, and proteotoxicity in all organelles. A clue regarding the specific mechanisms underlying UPR-ER activation was revealed by transcriptome profiling following *pri-1* depletion, which revealed dysregulated molecular processes and pathways with important links to the ER. These include protein glycosylation, which is important for the modification of secreted, ER-synthesized proteins; calcium metabolism, which is vital for protein folding in the ER and whose interference via thapsigargin is widely used to study ER protein processing; and fatty acid desaturation, which is essential for maintaining normal ER membrane lipid composition and is monitored by the UPR-ER (Hou *et al*. 2014; Denzel and Antebi 2015; Burkewitz *et al*. 2020; Ho *et al*. 2020; Deng *et al*. 2021; Xu and Taubert 2021). None of these processes are known to impact the activity of the cytoplasmic or mitochondrial UPRs, which may explain why replication fork stalling selectively activates the UPR-ER. However, it remains unclear why genes in these pathways are dysregulated by replication fork stalling.

The outer nuclear membrane is continuous with the ER and linked to the lumen of the ER, suggesting that ER stress responses may be directly linked to disturbances in nuclear processes such as DNA replication and transcription. For example, UPR-ER activation indirectly helps removing stalled replication protein complexes, and thus restarts replication by helping replication fork turnover; although such a mechanism may be less relevant in UV–C-treated animals with DNA damage, it could be especially relevant in animals with reduced primase complex activity.

### Replication stress induces noncanonical, *atf-6*-dependent *hsp-4* expression in embryos

The *hsp-4p::gfp* reporter is widely used in *C. elegans* to monitor the activity of the UPR-ER and to infer the presence of ER stress (Calfon *et al*. 2002; Urano *et al*. 2002; Ho *et al*. 2020). Canonical activation of this reporter depends strictly on the IRE-1-XBP-1 pathway. Here, we observed only partially *ire-1*- and *xbp-1*-dependent activation of *hsp-4* after *pri-1* or *pri-2* depletion in embryos. This is surprising because IRE-1 is the only known UPR-ER sensor that processes the unspliced *xbp-1u* mRNA into the mature *xbp-1s* product, which is then translated into XBP-1, the transcription factor that upregulates *hsp-4* expression (Walter and Ron 2011; Gardner *et al*. 2013; Senft and Ronai 2015; Kopp *et al*. 2018; Hetz *et al*. 2020; Xu and Taubert 2021). Because ATF6 is required to express XBP1 mRNA in humans, we studied *atf-6*, which represents the third branch the UPR-ER in *C. elegans* but is thought to be largely dispensable in this organism for stress-induced UPR-ER activity, as many ER stress-activated genes do not require *atf-6* for induction (Shen *et al*. 2005; Lee *et al*. 2007). Interestingly, *atf-6* loss of function significantly diminished *pri-1* or *pri-2* RNAi-induced *hsp-4p::gfp* activation in embryos. In somatic cells, transient *hsp-4* induction that is independent of *ire-1* and *xbp-1* occurs during the differentiation of stem-like seam cells into alae-secreting cells (Zha *et al*. 2019). Although the transcriptional factor B-lymphocyte–induced maturation protein 1 (*blmp-1*) is required to suppress *hsp-4* in this context (Zha *et al*. 2019), how it is activated is unknown. Our data suggest that *atf-6* may be involved in this process, in line with the view that *atf-6* plays important roles in *C. elegans* development. In sum, our data identify an important new nuance of the mechanisms that fine-tune UPR-ER activation in *C. elegans*.

### *ire-1* and *pek-1* are required for resistance to replication fork stress

A bidirectional crosstalk between the DDR and the UPR-ER has begun to emerge (González-Quiroz *et al*. 2020; Bolland *et al*. 2021). Yeast IRE1 is required for survival on HU (Zha *et al*. 2019). We found that the IRE-1 branch is required to protect *C. elegans* during prolonged HU exposure initiated at an early developmental stage. By contrast, short-term acute HU exposure at a later developmental stage was tolerated, similarly to what has been reported about treating *ire-1* worms at L4 stage with *rad-51* RNAi to induce DNA damage (Levi-Ferber *et al*. 2014).

Little evidence exists for the roles of the other two branches in response to genotoxicity. We report here that the PEK-1 branch is activated by replication fork stalling and that *pek-1* is required for somatic resistance to HU. By contrast, the *atf-6* branch was not required to protect the soma or germline from HU. This was surprising because, as noted above, *atf-6* is required to induce *hsp-4* in embryos. Nevertheless, our data implicate the UPR-ER as a whole in response to replication fork stalling. Future work will be required to define *ire-1*- and *pek-1*-dependent processes that promote survival and growth in genotoxic conditions.

## Data Availability

The data described in this study are available in the main manuscript, the Supplementary material, or in a public repository. Supplementary Figs. 1, 3, 4, 5, and 6 describe additional experiments using GFP reporters, Supplementary Fig. 2 contains additional repeats of immunoblots, and Supplementary Figs. 7 and 8 provide additional description of the RNA-seq analysis. Supplementary Tables 1–3 contain lists describing gene expression data identified by RNA-seq; Supplementary Tables 4–5 contain lists describing processes identified by RNA-seq analysis. Supplementary material is available Xu J, Sabatino B, Yan J, Ermakova G, Doering KRS, Taubert S; 2023; Supplemental Material for Xu et al., 2023; Figshare: https://doi.org/10.25387/g3.24941133. Raw and processed RNA-seq files have been deposited: Sabatino B, Xu J, Taubert S; 2023; Effect of pri-1 (DNA primase) RNAi on gene expression in embryos of Caenorhaditis elegans; Gene Expression Omnibus (https://www.ncbi.nlm.nih.gov/geo/); GSE225569. See the methods for information on reagents and strains. *C. elegans* strains described for the first time in this study can be requested from the authors.

How the deposited data were processed for this re-analysis (not part of the article)

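RNA-seq was the only experiment of the paper analysed here: 3 EV RNAi and 3 *pri-1* RNAi libraries of wild-type embryos. The other experiments of the paper were not analysed here. The authors trimmed the reads with Trimmomatic, assigned them with Salmon to the Ensembl transcriptome of WBcel235, summed the estimates into genes with tximport and deposited CPM values for 19933 genes, of which 166 were at 0 in every library. The CPM of each deposited column add up to 1000000, so that the values carry no scaling beyond the library total. The read filter and the edgeR test of the authors are not part of the deposited CPM values.
In each column the low values are whole multiples of a step, the CPM of 1 read, and dividing by this step recovered the reads: between 92.7% and 94.3% of the values above 0 in a library came out whole, and between 94.8% and 96.2% of those up to 20 reads. In EV replicate 3 and *pri-1* RNAi replicate 3, the smallest value was not a whole read. The recovered totals had a range from 122751253 to 162069371 reads over the 6 libraries, and 3 reads, taken as the smallest level that can be shown, were 0.0185 to 0.0244 CPM. This floor covers counting error only, and comparisons rest on the spread between the replicates, given as the SD or as a standard error. Of the gene symbols, 95.8% were found in the annotation of Ensembl release 115, and 11 names had been turned into dates. Coordinates come from this annotation.
The main test was limma 3.58.1 in R 4.3.3 (lmFit, then eBayes with a mean-variance trend) on log2(CPM + 0.5), for the 14801 genes with at least 0.5 CPM in at least 3 libraries, with no covariate and with Benjamini-Hochberg adjustment over these genes and a threshold of 0.05. Standard errors of log2 fold changes are limma's moderated ones. An exact two-sided permutation test of 3 libraries against 3 stands beside single genes where given, and its smallest p-value is 0.1. Gene lists were tested with limma's camera function with an inter-gene correlation of 0.01 and adjustment over 30 lists, and gene classes (the symbol before the hyphen, at least 10 tested genes) with the same settings over 131 classes. Medians of lists were ranked among 10000 random lists matched on mean expression. The lists were written from gene names before the data were examined and are not the gene sets of the paper.
Genes are named in the text by a rule set before the data were examined: every worm gene the paper names, the 5 highest and 5 lowest log2 fold changes among genes past the threshold with a mean of at least 5 CPM and no overlap between the groups, and up to 3 members of each list with the smallest p-values. *cco-1*, which the paper names, is not a name in the deposited table and was not analysed here. Other genes are marked in the text as named after their values were seen.
The alternatives tried were pseudocounts of 0.1 and 1, no filter on expression, a mean of at least 5 CPM, trimmed-mean scaling, median centring, quantile normalization, eBayes without a trend and with robust variances, the replicate number or the library number as a block, each library left out in turn, a threshold of 0.01, a log2 fold change of at least 1 in size, edgeR 4.0.16 (quasi-likelihood test) and DESeq2 1.42.0 on the recovered reads with more than 10 reads in at least 3 libraries, an inter-gene correlation of 0.05, and preranked GSEA with fgsea 1.28.0. edgeR without TMM factors, and on recovered reads divided by 2, were added after the data were seen. All splits of the 6 libraries into groups of 3 were also tested.
The tests were tested on simulated data with 200 changed genes. limma called 69.5% of them, and 87% of those changed 8-fold, with 4 calls among unchanged genes, and edgeR called 66% and 85%, with 0 such calls, all in the right direction. The camera test called a shifted list and 0 of 20 lists without a shift. The simulated genes varied independently of each other and the lists were random, so false calls of lists could hardly arise. The simulation therefore does not show how often camera errs in the real libraries, where 12 to 19 lists passed in each of the 9 other splits. Tables were handled with Python 3.11.15, numpy 2.4.6 and pandas 2.3.3, and figures were drawn with matplotlib 3.10.9.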

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

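The tests of weakly expressed genes in general and of a single library were chosen only after the results they weigh had been seen in part; the other tests of this part were set before their results were seen.
A scan of 131 gene classes gave signals outside the genes that the paper discusses. The 3 classes with the smallest p-values among the higher ones were *pals*, with a median log2 fold change of 2.39 over 37 genes, *sri*, with 2.26 over 16 genes, and *fbxa*, with 1.00 over 121 genes, and 32, 15 and 93 of these genes had a log2 fold change above 0. In all, 18 classes were higher and 13 lower at an adjusted p-value under 0.05 from limma's camera test. The lower classes with the smallest p-values were *unc*, *cutl* and *grd*, with medians of -0.52 over 93 genes, -0.68 over 27 and -1.24 over 13, and all 3 lost their calls with an inter-gene correlation of 0.05. At least as many classes passed in 3 of the 4 splits of the 6 libraries that part all replicates with the same number in their titles, the real one included, and in 6 of all 10 splits, with 17 to 40 classes in the others, so the number of classes does not set the real grouping apart.
For the *pals* genes, which were also 1 of the 30 lists written before the data were examined, several technical explanations were tested. Many weakly expressed genes were higher in *pri-1* RNAi embryos, but the median of the *pals* list was at percentile 100 of random lists matched on mean expression, and at percentile 100 of lists matched on exonic length. Reads shared between paralogs would show in genes whose values are not whole reads, and the 30 *pals* genes with whole reads in every library had a median of 2.44. The median was at least 1.93 under the 3 other scalings and at least 2.29 with each library left out in turn. Of the 4 splits that part all same-numbered replicates, only 1, the real one, gave the list a p-value as small, and so did 1 of all 10, with a p-value of 4.6e-14 against 1.6e-08 or more in the other splits. A design of this size cannot give a smaller share, so this count cannot decide whether the rise is an accident of how the libraries group. The median of the list relative to the EV mean was -0.03, 0.39 and -0.32 in EV replicates 1, 2 and 3. In *pri-1* RNAi replicates 1, 2 and 3 it was 2.67, 1.91 and 2.57. This gap exceeds the spread within either group, which argues against such an accident for the *pals* list. The rise was found and tested in the same libraries, so a response of these genes to *pri-1* RNAi is a hypothesis. Whether the cultures carried an infection was not tested.
The *sri* and *fbxa* classes were picked from the scan by their p-values, so their place among random lists, percentile 100 for both, cannot count as a test. Their medians were at least 1.65 and 0.59 under the 3 other scalings. Genes near 0 in EV embryos pass the filter on expression only if they rise, and without the filter the medians of *sri* and *fbxa* were 0.24 and 0.63, against 2.32 for *pals*. The size of the rise of *sri* thus depends on the filter. Reads shared between paralogs and gene length were not tested for them, and no biological explanation is offered.
Single genes outside those the paper discusses were also higher. The log2 fold changes were 6.86 for *tbb-6*, 6.76 for *igdb-1*, 6.64 for *B0507.8*, 6.62 for *K04A8.21* and 6.54 for *ZK177.9*, each with all 3 *pri-1* RNAi libraries above all 3 EV libraries. *igdb-1* is listed at 0 in the EV libraries. Members of the cytosolic heat shock list were higher by 1.404 (*hsp-90*), 0.83 (*hsp-110*) and 1.02 (*hsp-17*) on the log2 scale, and the apoptosis gene *egl-1* by 1.67, again with all 3 *pri-1* RNAi libraries above all 3 EV libraries. Under the 3 other scalings the lowest of these log2 fold changes was 0.757, that of *hsp-110*. *hsp-90* and *hsp-110* did not pass the threshold with trimmed-mean scaling or median centring, and for these 2 the call, though not the direction, cannot be told apart from an effect of scaling, since their log2 fold changes stayed at 1.10 and 0.757 or more. The other genes kept their calls under the 3 scalings. The first 5 stayed at 6.21 or more, and *egl-1* and *hsp-17* at 1.60 and 0.94 or more, while the trimmed-mean factors of the libraries ran from 0.670 to 1.30. With each library left out in turn, *hsp-90*, *hsp-110*, *hsp-17* and *egl-1* lost their calls in 2, 5, 4 and 1 of the 6 fits. *igdb-1* and *hsp-90* did not have whole reads in every library, and the other 7 genes did. Reads from other cells were not tested for these genes.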

How the results depend on the processing

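The alternatives were set before the data were examined, except for edgeR without TMM factors and on recovered reads divided by 2, which were chosen after seeing the data. Where a value moved, the cause was not tested. *hsp-4* and *hsp-43* kept their direction and their call under all 21 alternatives run for them, with log2 fold changes from 1.64 to 2.07 and from 1.79 to 2.19, and *pri-1* stayed between -0.69 and -0.21 without a call in all 21. The muscle and cilium lists kept their direction and call in all 19 of theirs.
With a pseudocount of 0.1 or without a filter, the UPR-ER effector list lost its call at a median log2 fold change of 0.48, and without a filter 51 gene classes passed. With a mean of at least 5 CPM, 1059 genes were higher, 11 classes passed, the DNA repair list passed at 0.25, and the early zygotic list turned to -0.35. With trimmed-mean scaling and median centring, *hsp-60* (-1.22 and -1.19) and the UPR-ER effector list (0.40 and 0.43) lost their calls. With quantile normalization, 2552 genes were lower, the DNA repair list passed at 0.34, and signs changed for *pola-1* (0.00666), *him-6* (0.0816), the N-glycan list (0.0711) and the early zygotic list (-0.0730). The median log2 fold change of all genes was -0.0077 on the CPM as deposited and -0.0722, -0.0605 and -0.0603 with trimmed-mean scaling, median centring and quantile normalization.
With the replicate numbers of the titles as a block, whose pairs had a mean Pearson correlation of deviations of 0.0582 across genes (0.04, -0.32 and 0.46 for numbers 1, 2 and 3), 2110 genes were higher and 1043 lower, *hsp-60* lost its call (-1.14), and *hsp-16.1* passed (3.11), with a median over the 5 *hsp-16* genes of 0.33. With the library numbers as a block, 4159 genes were higher, and calls were gained by *hsp-6* (-0.57), *hsp-16.11* (0.79), *hsp-16.2* (0.75, also the median of the *hsp-16* genes), *hsp-16.48* (1.11, reversed) and the DNA repair list (0.76). Calls were lost by the UPR-ER effector list (0.44) and the glycosyltransferase list (-0.19), and signs changed for *hsp-16.41* (0.49), *pola-1* (0.21), *him-6* (0.41) and the mitochondrial UPR (0.15), N-glycan (0.0767) and proteoglycan (0.0549) lists. The fit with library numbers rests on EV replicates 1 and 3 and *pri-1* RNAi replicates 1 and 2 alone. Little is left in it from which to estimate the spread, so its calls are weak evidence.
At a threshold of 0.01, 1515 genes were higher and 358 lower. On the recovered reads, edgeR called 2760 genes lower, edgeR on reads divided by 2 called 2662 lower, and DESeq2 called 4255 higher and 3414 lower. With an inter-gene correlation of 0.05, 7 lists and 7 classes passed, and calls were lost by the UPR-ER effector (0.48), DNA replication (0.62), glycosyltransferase (-0.56) and calcium (-0.53) lists. In preranked GSEA, the UPR-ER effector list had a normalized enrichment score of 1.54 and no call.
Across the 6 fits that each left out 1 library, 1437 to 2853 genes were higher and 273 to 2993 lower. For the genes and lists of the comparisons set in advance, where sign or call changed, and for other named genes and lists, only where the sign changed, the log2 fold changes or medians ran from 1.61 to 2.59 for *hsp-70*, -1.38 to -1.01 for *hsp-60*, 1.56 to 5.85 for *hsp-16.1*, -0.24 to 0.68 for *hsp-16.11* and for the median of the *hsp-16* genes, -0.17 to 0.66 for *hsp-16.2*, -1.25 to 0.34 for *hsp-16.41*, -1.03 to 1.04 for *hsp-16.48*, -0.18 to 0.46 for *atf-6*, -0.26 to 0.34 for *cid-1*, -0.0042 to 0.36 for *him-1*, -0.55 to 0.21 for *him-6* and -0.45 to 0.0848 for *pola-1*. For lists they ran from 0.43 to 0.57 (UPR-ER effectors), -0.14 to 0.69 (DNA repair), -1.12 to -0.31 (glycosyltransferases), -0.22 to 0.0368 (N-glycan), -0.87 to 0.0290 (proteoglycan), -0.35 to 0.0743 (mitochondrial UPR), -0.39 to 0.0193 (ribosomal proteins) and -0.25 to 0.42 (early zygotic).
For 126 other results, 2168 comparisons with an alternative were made: 1948 kept direction and call, 122 were weaker, 70 were stronger and 28 were reversed. At the depth of these libraries, genes under 0.0185 to 0.0244 CPM, the level of 3 reads, cannot be told from 0.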

Differences from the paper's values

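The limma test on the deposited CPM gave 2564 higher and 1471 lower genes, against the paper's 2785 and 1738, and neither count nor the mean CPM of *hsp-4*, *hsp-43* and *hsp-70* differed from the paper's by more than 1.5 times. Among the alternatives set before the data were examined, the counts lay more than 1.5 times from the paper's for higher genes with a mean of at least 5 CPM (1059), a threshold of 0.01 (1515), DESeq2 on the recovered reads (4255), and without EV replicate 1 (1710), *pri-1* RNAi replicate 1 (1775) or *pri-1* RNAi replicate 3 (1437). For lower genes this was the case with a mean of at least 5 CPM (1088), the replicate numbers of the titles as a block (1043), a threshold of 0.01 (358), edgeR (2760) and DESeq2 (3414) on the recovered reads, and without EV replicate 1 (373), EV replicate 3 (2993), *pri-1* RNAi replicate 1 (465), replicate 2 (1121) or replicate 3 (273).
Some results differ from the paper's statements in direction or in the call. The lists used here are not the gene sets of the paper, so a difference between a list and a term does not show that the term would differ. The paper also tested its terms with GSEA, at a looser limit on the adjusted p-value than the threshold here. Its other limit, on the unadjusted p-value, was not met in the main fit by the DNA repair, fatty acid and N-glycan lists. Limma's camera test gave these lists unadjusted p-values of 0.136, 0.264 and 0.496. The paper reports terms for fatty acid elongation and unsaturated fatty acids as lower. The list of fatty acid desaturation and elongation genes had a median log2 fold change of 0.35 over 18 genes, above 0 and not past the threshold, with 5 genes higher and 3 lower. The paper reports N-glycan biosynthesis as lower, and the N-glycan list had a median of -0.07 over 23 genes and was not past the threshold under any alternative run. The paper reports DNA repair as enriched, and the DNA repair list, with a median of 0.36 and 36 of 49 genes above 0, was at percentile 100 of the matched random lists but not past the threshold; it was with a mean of at least 5 CPM, with quantile normalization, with the library numbers as a block and without EV replicate 2. The paper reports a term for the PERK branch of the UPR-ER as enriched, and *pek-1* had a log2 fold change of 0.67 that did not pass; it passed with the library numbers as a block and without EV replicate 2. *atf-4* had a log2 fold change of -0.32. Transcript levels of these genes are neither the term nor a measure of PEK-1 activity. The paper read that activity from phosphorylated eIF2α in embryos, which rose with *pri-1* or *pri-2* RNAi and depended on *pek-1*.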

Other observations

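The tests of the share of counts in a few genes, of even numbers of reads, of adult tissue, of reads shared with *hsp-16.11*, of the level of the *hsp-16* genes, of the cytosolic chaperones as a group, of differences among EV libraries, of younger embryos and of the DNA replication genes beside *pri-1* were chosen only after the result was seen.
How often other groupings of the libraries give results as large was counted over the 10 splits of the 6 libraries into groups of 3, and mainly over the 4 that part all replicates with the same number in their titles, as the real split does; the other 6 part the replicates of only 1 number and keep those of 2 numbers together. The numbers in the library names pair the libraries otherwise, and 4 splits, the real one among them, part both pairs of that numbering; they were counted after the results were seen. The 4035 genes past the threshold were reached in 1 of the 4 splits, the real one. Each of the 9 other splits gave 0 genes at an adjusted p-value under 0.05, and 0 to 2375 genes at an unadjusted p-value under 0.05, against 5852 in the real split. For lists, 14 passed in the real split, and all 4 of the 4 splits gave at least as many. A p-value as small as in the real split was found in 3 of the 4 splits for the UPR-ER effector list, in 1 for the DNA replication list, in 1 for the calcium list and in 2 for the glycosyltransferase list; over all 10 splits these numbers were 5, 4, 1 and 4. Over the 4 splits that part the pairs of the library numbers they were 3, 2, 1 and 2, so for the DNA replication list the count depends on the numbering. These splits are too few to tell any of the lists apart from an accident of how the libraries group, since 10 splits cannot show a share under 0.1.
*pri-1* was little lower in *pri-1* RNAi embryos, by -0.46 on the log2 scale, with 2 of the 3 *pri-1* RNAi libraries above EV replicate 3 in the deposited CPM. That overlap depends on scaling: with trimmed-mean factors all 3 *pri-1* RNAi libraries were below all 3 EV libraries, without a call. A candidate explanation is that a rise of the DNA replication genes offsets the loss of its transcript: 2.86% of the DNA replication list, 1 of 35 genes, had a log2 fold change as low as that of *pri-1*. This is a comparison with other genes and not a measure of the knockdown, and reads from the double-stranded RNA itself were not tested.
Fewer genes were at 0 in the *pri-1* RNAi libraries (351, 631 and 437 in replicates 1, 2 and 3) than in the EV libraries (1787, 1556 and 2345). Depth was tested by thinning every library to the smallest recovered total, after which at most 676 genes were at 0 in a *pri-1* RNAi library and at least 1566 in an EV library. Reads spread over genes by their length, as from genomic DNA, would tie the difference in CPM to exonic length, but Spearman's rho across 4729 genes with a mean under 0.5 CPM was 0.166, where genes are not independent replicates. The 10 highest genes took up to 6.49% of the CPM in a *pri-1* RNAi library, and their shares overlapped with those of the EV libraries. Vitellogenin transcripts, as a sign of adult tissue, summed to 21.05, 16.7 and 61.3 CPM in *pri-1* RNAi replicates 1, 2 and 3, within the range of the EV libraries. RNA from other stages or tissues was not tested here, so a broad rise of weakly expressed genes after *pri-1* RNAi remains a hypothesis.
Muscle and cilium genes were lower, with medians of -0.96 and -0.998. The main direction in which EV replicates 2 and 3 differ could be a source. Across all genes Pearson's r of the log2 fold change with that difference was -0.177, but this was not taken over the genes of these lists. The median of the cilium list relative to the EV mean ran from 0.86 in EV replicate 2 to -0.92 in EV replicate 3, below *pri-1* RNAi replicate 1 (-0.87), so the lower cilium genes cannot be told apart from the way the EV libraries differ. For the muscle list all *pri-1* RNAi libraries (-1.63, -0.60 and -1.01) were below all EV libraries (0.23, -0.41 and 0.25). Younger embryos in the *pri-1* RNAi libraries could be another. The early zygotic list was not higher as a whole, with a median of 0.08 and 9 of 18 genes above 0 (adjusted p = 0.600 from limma's camera test). Past the threshold, 3 of its genes were higher (*sdz-1* by 3.98, *end-3* by 2.02 and *tbx-37* by 1.86) and none was lower. These 3 genes had means of 0.36, 0.24 and 0.39 CPM in EV embryos. Their rise was not told apart from that of many other weakly expressed genes. The maternal list had a median of 0.56, with 19 of 28 genes above 0, and did not pass (adjusted p = 0.126 from limma's camera test); it passed with a mean of at least 5 CPM and without EV replicate 1, the library high in vitellogenin transcripts, where its median was 1.14. A difference in the age of the embryos between the groups is therefore not excluded by these lists. The paper itself reports that embryos of worms on *pri-1* or *pri-2* RNAi do not hatch and arrest early, before morphogenesis. The lower muscle and cilium genes cannot be told apart from such a difference in stage. It was not tested for the DNA replication, glycosyltransferase, calcium and *abu* and *pqn* lists, so it is not excluded for them either.
*hsp-16.1* ran from 0.0583 to 236 CPM, a ratio of 4049 between libraries, while the sum of *hsp-16.1* and *hsp-16.11* differed by 3.52 times at most. *hsp-16.1* made up at most 16.9% of that sum, and *hsp-16.11* alone differed by 3.58 times, so the sum could hardly have come out otherwise. The uneven values of *hsp-16.1* cannot be told apart from reads shared with *hsp-16.11*. In the main fit, none of the *hsp-16* genes passed as higher in *pri-1* RNAi embryos. With the library numbers as a block, *hsp-16.11*, *hsp-16.2* and *hsp-16.48* did (0.79, 0.75 and 1.11). *hsp-16.1* did so with the replicate numbers of the titles as a block (3.11) and without *pri-1* RNAi replicate 2 (5.85). For the main fit, a high level in every EV library may leave little room for a rise. The lowest place of *hsp-16.11*, *hsp-16.2*, *hsp-16.41* and *hsp-16.48* among the tested genes of an EV library was percentile 88.3 (*hsp-16.41* in EV replicate 3). This was under the limit of 90 that had been set, as was *hsp-16.2* in the same library (89.9). All other places of these genes in EV libraries were at percentile 96.2 or above. The values do show that these genes were high in EV embryos, with *hsp-16.48* the highest gene of EV replicate 2. A lack of rise in the main fit is therefore not a lack of expression. Values so near the limit, in 1 library, cannot decide whether this level left little room for a rise.
*hsp-70* was higher, and a rise of the cytosolic chaperones as a group could account for it. *hsp-70* was listed with the UPR-ER effectors and not with the cytosolic genes. The test of the cytosolic list therefore leaves it out and cannot decide this. The cytosolic heat shock list had a median of 0.34, with 13 of 15 genes above 0, and did not pass (adjusted p = 0.158 from limma's camera test, 0.0436 to 0.336 over its alternatives), passing only among genes with a mean of at least 5 CPM.
Vitellogenin transcripts summed to 782 CPM in EV replicate 1 and to 13.0 and 103 CPM in EV replicates 2 and 3. RNA of adult tissue in EV replicate 1 is a candidate source: the median of 28 maternal genes was 1.71 higher on the log2 scale in EV replicate 1 than in the mean of the other EV libraries. Younger embryos in that library would also raise maternal transcripts, and this was not told apart. No condition of the design parts EV replicate 1 from the others, so no biological explanation was tested.
Of the whole values up to 20 reads, 62.1% were even numbers over all libraries, from 55.2% to 69.0% per library, which is consistent with both mates of a pair counted as reads for some fragments. The number of independent fragments would then lie below the recovered reads.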
